# High-Resolution Mapping of Gene Expression Using Association in an Outbred Mouse Stock

**DOI:** 10.1371/journal.pgen.1000149

**Published:** 2008-08-08

**Authors:** Anatole Ghazalpour, Sudheer Doss, Hyun Kang, Charles Farber, Ping-Zi Wen, Alec Brozell, Ruth Castellanos, Eleazar Eskin, Desmond J. Smith, Thomas A. Drake, Aldons J. Lusis

## Abstract

Quantitative trait locus (QTL) analysis is a powerful tool for mapping genes for complex traits in mice, but its utility is limited by poor resolution. A promising mapping approach is association analysis in outbred stocks or different inbred strains. As a proof of concept for the association approach, we applied whole-genome association analysis to hepatic gene expression traits in an outbred mouse population, the MF1 stock, and replicated expression QTL (eQTL) identified in previous studies of F2 intercross mice. We found that the mapping resolution of these eQTL was significantly greater in the outbred population. Through an example, we also showed how this precise mapping can be used to resolve previously identified loci (in intercross studies), which affect many different transcript levels (known as eQTL “hotspots”), into distinct regions. Our results also highlight the importance of correcting for population structure in whole-genome association studies in the outbred stock.

## Author Summary

In rodents, as in humans, traits such as obesity or diabetes are under the influence of many genes spread throughout the genome. Using linkage analysis, the locations of the major contributing genes can be mapped only to very large regions of chromosomes, usually encompassing hundreds of genes. This has made it difficult to identify the underlying genes and mutations. Another approach, analogous to genome-wide association in human populations, is to use association analyses among outbred stocks of mice. In this proof-of-principle article, we make use of common variations that locally perturb gene expression to demonstrate the greatly improved mapping resolution of association in mice. Our results indicate that association analyses in mice are a powerful approach to the dissection of complex traits and their underlying molecular networks.

## Introduction

Quantitative trait locus (QTL) analysis has been the primary tool for geneticists to study complex genetic traits in experimental organisms. However, while such QTL mapping has great power to identify loci controlling the traits, resolution of mapping is usually quite low and as a result few candidate genes have been successfully identified using this approach. The use of molecular phenotypes, in particular gene expression levels, as quantitative traits for mapping, coupled with the ability to measure thousands of such traits simultaneously, has added a tremendous spark to the field of complex trait genetics. The integration of expression QTL (eQTL) with complex clinical traits using statistical modeling has allowed the identification of genes and pathways involved in a variety of complex traits. Some of the recent successes of this integrative approach have been identification of causal genes underlying the QTL for clinically relevant trait [1]–[3], the identification of genomic loci regulating the expression of biological pathway genes[4], the identification of genomic hotspots harboring master regulators [5]–[7], and prioritization of candidate genes underlying physiological trait QTLs [8]. Moreover, mathematical models have been developed to construct gene expression networks [9],[10], deduce the causal relationship between different components of the network [11], and understand the transcriptional regulation of the genes [12].

Despite these successes, such integrative genomic approaches using F2 populations suffer from the same limitation that has hindered the success of the traditional physiological trait QTL mapping, namely lack of resolution in mapping [13]. To overcome the lack of resolution problem, Flint and colleagues recently investigated the use of outbred stocks of mice to simultaneously detect and fine map physiological trait QTLs [14]–[16]. In the first of the two recent studies, they used 790 outbred mice (MF1) to study the genetics of behavioral traits and successfully mapped three QTLs within a 1cM region [14]. In the second study, the authors extended this approach to multiple traits and mapped 97 metabolic and human disease related phenotypes to intervals of 2.8 Mb (average 95% confidence interval) by using over 2000 heterogeneous stock mice [15]. The success of these studies prompted us to investigate the potential use of outbred mice for eQTL studies, where many validated quantitative trait genes for expression traits have been identified. In this report, we present the results of a whole genome association study for the liver gene expression profiling of 110 MF1 mice and compare the results obtained in this population with previously published linkage studies in F2 mice [17].

## Results

A total of 110 outbred MF1 mice were studied for whole genome transcript levels in liver and subjected to genotyping using the Affymetrix 5K Mouse Chip. From the 5024 SNPs on this array, 1813 SNPs (about one third of total SNPs) had a minor allele frequency of 5% or greater, and were used for the analyses described below. The average and median distance between neighboring SNPs for these 1813 markers were 1.38 Mb and 0.57 Mb respectively. To determine the percent coverage of the genome by these 1813 SNPs, we used the average distance of the adjacent markers which had an r squared value of 0.9 or higher. This analysis showed that on average adjacent markers will have such a high LD when within 1.03Mb. Based on this, approximately 3000 informative evenly spaced markers are needed to allow coverage of the entire genome. This calculation is based on the assumption that the haplotype blocks in this population are all about the same size. However, as we show below, this is not true for some regions of the genome, and thus the estimate is very approximate. Given the non-uniform distribution of the 1813 markers across the genome the genetic coverage for these set of markers is 72% of the genome. This means that in the whole genome association analysis described in this report we would expect to miss 28% of the signals.

Gene expression measurements were performed on RNA isolated from liver using Illumina's mouse whole genome expression BeadChip (MouseRef-8-v1 Expression BeadChip) (see Materials and Methods). 

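Liver transcript levels were measured in 110 female mice of MF1, an outbred stock in which every animal carries its own mixture of alleles. All mice formed one condition. They ate chow with 4% fat until 19 weeks of age, and for the last 14 weeks a Western diet in which fat made up 42% and cholesterol 0.15%. They were fasted for 5 h before the liver was taken. Their age was 33 weeks in the methods and 235 days in the sample labels. The methods start from 100 ng of total RNA per mouse and hybridise 800 ng of labelled cRNA to each array. The mice lay on 15 BeadChips with 6 to 8 arrays each, 1 mouse per array, and each of the 24048 probes was read by a median of 39 beads. The authors normalized the intensities by the rank invariant method of BeadStudio, which is version 1.5.1.3 in the submitters' processing notes. The deposited normalized intensities run from -82.9 to 66315, with array medians of 10.4 to 23.1, and the medians before normalization are 94.1 to 188.6. Here, values below 10 were set to 10 and log2 was taken, a floor that the methods do not mention. An array had 8322 to 10926 probes with a detection value of 0.95 or more (median 9453.5). Over the probes used below, the correlation of a pair of mice was 0.880 to 0.989, and 0 pairs had identical values. BeadChip membership accounted for a median of 34.7% of a probe's variance, against a median of 12.6% and at most 14.9% in 100 shuffles of the arrays. Relations are therefore given within BeadChips or with BeadChip means removed as well. Genotypes were not used here, and eQTL classes and marker positions are those of the paper's Table S1. Gene names also come from Table S1, which names 1735 probes, and from accessions written in the IDs of 9 more, while 22304 probes stay unnamed. The permutation tests take the mice as independent animals, although the paper finds that they are related.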

We applied two filtering criteria to the 24048 probes on the microarray. The first filtering criteria was based on the detection p-value calculated for each probe (see Materials and Methods). This filtering step eliminated any probe with low signal which could be due to nonspecific hybridization. 

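Hgd, Cebpa and Mtap are among the genes that passed the filter on signal. Hgd, an enzyme of tyrosine breakdown, had a mean normalized intensity of 7800 (log2 12.91 ± 0.26 SD, n = 110 mice) and was detected in all 110 mice. Cebpa, a transcription factor of the mature hepatocyte, stood at log2 8.14 ± 0.37 and Mtap, an enzyme of methionine salvage, at 6.99 ± 0.40, both also detected in every mouse. Of the 24048 probes, 7631 had a detection value of 0.95 or more in at least 99 of the 110 mice, which is the rule of the methods when read as leaving out probes below 0.95 in more than 11 mice. The filters on unique genomic location and on SNPs in the probe were not applied here. Of the 1138 probes in the paper's list of associations at 10% FDR, 456 did not pass the rule, and the least detected of them was called present in 7 mice. Results below use the 7631 probes, apart from genes the paper names, whose number of detecting mice is then given.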

The second filtering criterion was based on the recent report by Walter et al [18] which they showed that for the Affymetrix platform the presence of SNP within the 25mer probe sequence may affect the hybridization of transcripts and lead to artifactual detection of local (cis) eQTL. To investigate if this applies to the 50mer probe sequences of the Illumina microarrays used in the current study, we examined the degree of enrichment of SNPs in probes with local eQTL vs probes with no local eQTL. We found that from the 10765 probes with reliable signal and unique genomic location 602 probes had a local eQTL and from these 105 contained at least one SNP (as determined from the Perlegen SNP database) within their probe sequences (17%). In contrast, from the 10163 probes with no evidence for local eQTL 647 (6%) contained one or more annotated SNPs. This means that the proportion of probes with SNPs in the sequence is significantly higher for probes determined to have local eQTL vs probes with no local eQTL (chi squared statistics p-value for such enrichment was <10^−16^). These results suggest that, as with Affymetrix arrays [18], the presence of SNP within the probe sequence on the Illumina microarray might result in artifactual local eQTL detection. Therefore, to overcome such a bias we excluded any probe with one or more SNPs in its sequence. The two filtering criteria combined yielded 10013 probes (from the original 24048) which we used as a starting set for the whole genome association analyses described below.

We first computed the degree of linkage disequilibrium in the population of 110 MF1 mice. Pair-wise r^2^ were calculated among all the SNPs, and the average r^2^ measures for different ranges were used to look at the LD structure in the population. Visual inspection of the LD between markers within the same chromosome revealed a complex LD structure in the population (Figure 1A and Figure S1). In particular, it was evident that the extent of LD varied in different regions of the genome. Moreover, although for most regions highest LD was between adjacent markers, in some cases non-adjacent markers showed a higher LD than adjacent ones. To quantify the extent of LD between the markers in this population, we created 100 kb bins of various distances between marker pairs and calculated the average r^2^ for each bin. As shown in Figure 1B, the average r^2^ dropped with increasing distance between markers. The average r^2^ for markers within 2 Mb of each other was 0.58, for markers between 2 to 5 Mb was 0.30, and for markers 5Mb or more apart was 0.04, suggesting that the extensive LD exists over several Mb. For markers located on different chromosomes, the LD was low (the mean r^2^ was 0.015 and the median was 0.008). Despite this low r^2^, inspection of the distribution of the chi-squared statistics p-values for expected r^2^ in absence of LD indicated significant LD between certain pairs. These observations were consistent with our visual inspection of LD maps suggesting the existence of a complex relationship pattern among different loci, presumably due to population substructure within the MF1 stock.

**Figure 1:**
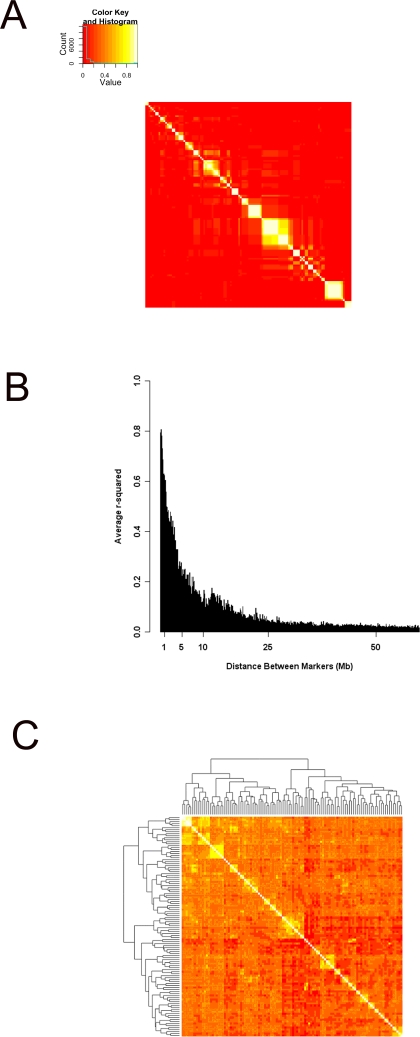
LD and population structure in the MF1 population. Panel (A) shows the LD structure on chromosome 1. The order of markers in the heat map follows the physical location of the marker along the chromosome with the most proximal starting at the bottom and on the right and the most distal marker on the top and on the left. The correspondence between color and r^2^ is shown in the insert. Panel (B) shows the distribution of r^2^ values between markers located at various distance from each other. Each bar depicts a 100 kb bin for the distance between marker pairs. The average r^2^ for marker pairs within 2Mb of each other is 0.58, for markers between 2 to 5 Mb is 0.3, and for markers 5Mb or more away from each other is 0.05. Panel (C) shows the heatmap visualization of genetic similarity between individual mice. The dendograms on the top and on the side of the heat map are based on the hierarchical clustering of genome wide genotype similarity of the 110 MF1 mice.

To further investigate this we performed hierarchical clustering of mice based on the kinship matrix which we derived from the overall correlation of genotypes between pairs of mice. The results revealed clear evidence of familial clustering (Figure 1C) indicating differences in relatedness. In addition, several multi-leveled larger clusters were observed with weaker levels of similarity, suggesting a complex genetic relatedness between the samples. The potential confounding effect from population structure was further supported by the fact that a very large number of expression levels are significantly explained by genetic relatedness between individuals. 

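Of the variance of liver expression between the mice over the 7631 detected probes, the first principal component held 16.7%, and BeadChip membership accounted for 91.9% of that component. For single genes, BeadChip accounted for 2.57% of the variance of Maob, which encodes monoamine oxidase B, for 13.7% of Frzb, a secreted Wnt antagonist, and for 43.1% of D7Rp2e. Shuffled arrays gave a median of 12.6%, so the shares of Maob and Frzb lie below or near that level. The component rose with the number of the mouse in the sample labels (r = 0.894, rho = 0.906, p = 1e-05 for both, the smallest that 100000 two-sided permutations can give). It kept r = 0.895 without the 2 mice farthest from the median number. Within the 15 BeadChips the correlation was positive in 15, with a median of 0.558 (0.259 to 0.932). Array position and mouse number run in one order on all 15 BeadChips. The component also rose with the number of detected probes of the array (r = 0.640). Mice were also compared over 135 probes with a local eQTL, 1 per 10 Mb of the genome. The highest correlation between mice over these probes was 0.666, for mice 116 and 124 on different BeadChips. Shuffling the mice within each probe gave a highest correlation under 0.362 in 95% of 1000 permutations (p = 0.001, the smallest they can give), and 31 pairs of mice lay above every permutation. With BeadChip means removed, the highest correlation was 0.569, again on different BeadChips, and 23 pairs lay above every permutation. That number was 18 with probes detected in every mouse and 9 with 5 principal components removed, where the highest correlation was 0.538. Shuffling the mice within each probe also breaks the correlation between probes, so an array effect shared by many probes can exceed it too. Over all 7631 detected probes, centred but not scaled, the highest correlation of 2 mice was 0.708. A high value is thus not particular to the local eQTL probes. The local eQTL were chosen by the study on these mice, so the probes are not independent evidence of relatedness.

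**Figure D1:**
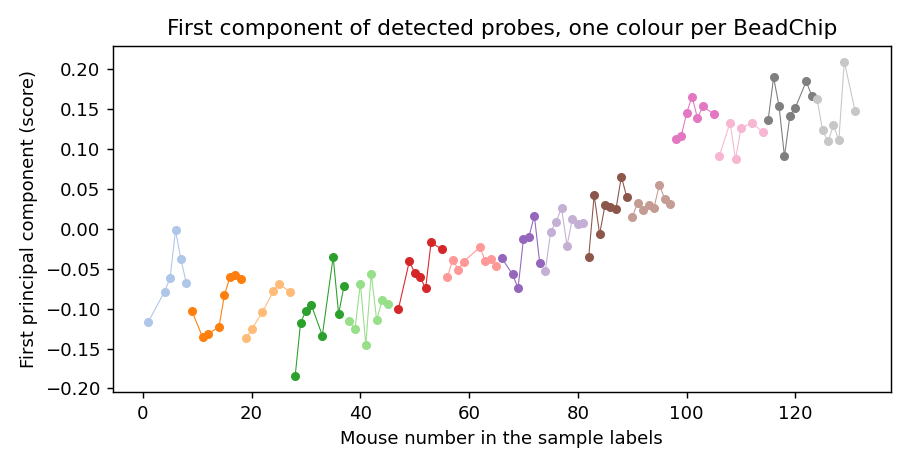
First principal component of the log2 normalized intensities of 7631 detected probes (score, vertical axis) against the mouse number in the sample labels (horizontal axis), with 1 point per mouse and the mice of a BeadChip joined and in 1 colour. The score rises with the number across the BeadChips (r = 0.894).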

Using variance component test and at the 5% FDR level, 30.2% (3027) of transcripts were significantly associated with genetic background while only 1.5% (151) are expected by chance at the same threshold. In addition, for 19.8% (1985) of transcripts, more than 50% of variance was explained solely by the genetic background effect. This indicated that correcting for population structure is essential to avoid larger numbers of false positives.

In order to correct for population structure we used Efficient Mixed Model Association (EMMA). The underlying statistical algorithm for performing such correction has recently been published [18] and is briefly explained in the Materials and Methods section. In summary, EMMA controls for population structure and familial relatedness by modeling the gene expression on two terms (plus the random error term): one is the SNP genotype and the other is a term which takes into account the population structure. This term, which is estimated based on the genetic similarity of mice in the population, essentially captures the variance attributable to population structure and provides a better estimate of SNP effect and its significance on gene expression. Without partitioning this term, the variance due to the genetic structure will be falsely attributed to the SNP and might result in a false positive association signal. To examine the effects of correcting for familial structure on the genome wide association, we compared the results of the association before and after correcting for population structure using a linear additive model and a linear mixed model. Table 1 shows the results for various FDR thresholds and for both local (primarily *cis*) and distant (*trans*) eQTL. Before correction, regression analysis of gene expression on markers revealed a total of 812 significant associations (at FDR of 1%, corresponding to the p-val of 2.29e-06). From these, 444 (55%) were local and 368 (45%) were distant eQTL. After correcting for population structure, there were about two thirds as many significant associations as found originally (478 significant associations at the FDR of 1% corresponding to the p-value of 1.05e-06). This result suggested that about one third of the associations found in the absence of correction were false positives due to the relatedness of the mice. 

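Transcripts whose distant eQTL was no longer listed after the correction were compared with those whose distant eQTL remained, and which group varied together more depended on the processing. The lost group holds 86 detected probes with a distant eQTL in the 1% FDR sheet of Table S1, whose counts are those of Table 1 before correction, and none on the same chromosome in the 10% FDR sheet after correction. The other group holds 104 probes that keep such an eQTL. The mean absolute correlation between probes over the 110 mice was 0.246 in the lost group and 0.205 in the kept group, a difference of 0.0409 (two-sided permutation test over 10000 relabellings of the probes, p = 0.0701). With BeadChip means removed, the values were 0.146 and 0.182, a difference of -0.0361 in the other direction (p = 0.0020 from the same test). It also passed in that direction with the first principal component removed (-0.0307, p = 0.0023), and toward the lost group with probes detected in every mouse (0.0598, p = 0.0240) and, in a setting chosen after seeing the data, in at least 7 mice (0.0331, p = 0.0429). The groups were chosen by the study on these same mice and probes are not independent of one another, so the difference is a description of these lists. From the lower number of associations after correction, the paper proposes that part of the uncorrected associations came from relatedness of the mice.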

The reduction in significant associations among local and distant eQTL, however, was not the same. For local eQTL, there were 18% fewer associations after correction (366 vs 444), but for the distant eQTL there was a 70% reduction in the number of associations found (112 vs 368). We also examined the results at 5% and 10% FDR thresholds (Table 1) and as with the 1% FDR, we observed a similar pattern where the total number of associations was less after correction and distant eQTL were more affected by this correction than local eQTL. This inflation of p-values resulting from the population structure was also evident from the pattern and number of significant p-values for each transcript (Figure S2).

**Table 1:** Comparison of local and distant eQTL before and after correction for population structure.

%FDR	Local eQTL			Distant eQTL		
	Uncorrected	Corrected	% change	Uncorrected	Corrected	% change
1	444	366	18	368	112	70
5	569	446	22	1867	334	82
10	668	492	26	4616	704	85

One of the limitations of using outbred stock for mapping complex traits has been the statistical power issue and the need to include large number of mice in the study [13]. In addition, the presence of population structure between the animals can also have a negative impact on the statistical power. To assess the power of the current study, we performed power calculations under various genetic background (population structure) effects (Figure 2A and Figure S3). As shown in Figure 2A, for minor allele frequency of 0.3, the average minor allele frequency in our population, and the genetic background effect of 0.3 at the 10% FDR level (p-value = e-05), this study has over 60% power to detect QTL typical of what is expected from local eQTL (30% variance explained) as estimated from intercross data (unpublished data). For distant eQTL, however, where the effects are smaller (typically less than 10% of variance explained) at the same FDR level the use of 110 related mice will have relatively small power (<20%). These results imply that for eQTL described below the local eQTL detected reflect the majority of true local eQTL present in the population and for distant eQTL there may be a significant number associated with type I and/or type II errors.

**Figure 2:**
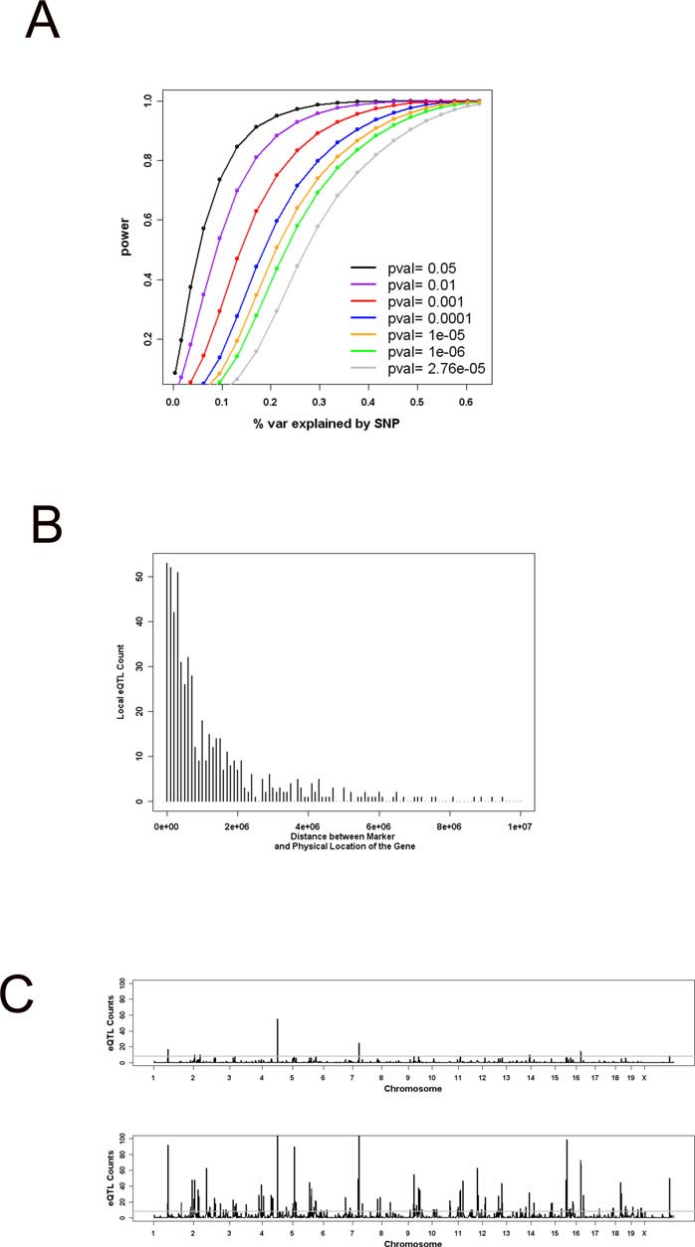
Power analysis and the genetic architecture of local and distant eQTL. Panel (A) shows the power calculation performed for genetic background effect of 0.3. Various curve colors represent the power associated with various p-value cutoffs. (grey = 0.05, green = 0.01, orange = 0.001, blue = 0.0001, red = 1e-05, purple = 1e-06, black = 2.76e-05 which is equivalent to the Bonferroni correction). For each calculation, the minor allele frequency is assumed 0.3. Panel (B) shows the distance of the association peak marker from the physical location of the gene for local eQTL identified in the MF1 population. Panel (C) shows the distant eQTL hotspots across the genome before (bottom) and after (top) population correction. The genome is represented as 1287 equally sized bins of 2 Mb. The gray line depicts the 0.05 genome wide significance for eQTL enrichment after Bonferroni correction (p-value of 3.9e-05).

We next examined the eQTL structure in the MF1 mice. As shown in Table 1 (and Table S1), 1196 eQTL had significant association at the 10% FDR (p-value of 2.43e-05) after correcting for population structure, which greatly exceeded the 119 expected by chance. Among the 1196 eQTL, 24 were due to different probes of the same gene mapping to the same location. This reduced the number of unique eQTL for each gene to 1172. From these, 471 were classified as local or *cis* eQTL (defined as the association peak marker for transcript of a gene mapping to within 10Mb of the physical location of the gene itself) and 701 were classified as distant or *trans* eQTL (The significant results for the whole genome association analysis at various FDRs can be found in Table S1 and the top 10 most significant distant eQTL at 10% FDR are shown in Table 2). 

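Among the genes of Table 2, Cyp2c54, a cytochrome P450 of the drug and fatty acid metabolizing 2c family, had the largest SD. Its log2 level was 6.85 ± 1.42 (SD, n = 110 mice), from the floor in 7 mice to 9.05, and it was detected in 99 mice. Lrp11, a receptor-related membrane protein, stood at 7.64 ± 0.88 and was detected in 109 mice. Sgk, a kinase induced by serum and glucocorticoids, had the smallest SD of the list, at 9.76 ± 0.28, and was detected in all 110 mice. The probes of Table 2 for the other genes were detected in fewer mice, Vps33b in 98 (5.69 ± 0.46), 2810027O19Rik in 72 (5.29 ± 0.64), 9330164H19Rik in 68 (5.09 ± 0.72), Pcolce2 in 59 (5.13 ± 0.76), Mat2b in 38 (4.64 ± 0.73) and Birc4 in 15 (4.37 ± 0.73, with 19 mice at the floor). The Kif3a probe of Table 2 was detected in 53 mice (5.04 ± 0.62), and a second Kif3a probe of Table S1 in 110 (6.84 ± 0.38). BeadChip accounted for 9.97% of the variance of Cyp2c54, 17.6% of Lrp11 and 55.9% of 9330164H19Rik, where shuffled arrays gave a median of 12.6% over the detected probes. The spread of a probe detected in few mice holds measurement noise that 1 array per mouse does not separate from differences between mice.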

From the 1172 eQTL, which belonged to 1093 genes, there were a total of 1019 single gene associations, 69 genes had two associations, and 5 genes had more than two associations. From the 69 genes with two associations, 27 genes had one local and one distant eQTL and 42 genes had two distant eQTL. In general, the p-values for local eQTL (mean–log of p-value = 11.5) were more significant than the p-values for distant eQTL (mean–log of p-value = 5.4). 

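Genes with a local eQTL differed more between mice than other genes of the same mean signal. The largest spread was that of Maob, whose log2 level was 9.77 ± 1.87 (SD, n = 110 mice), followed by Ear2, an eosinophil ribonuclease (7.27 ± 1.61), Corin, a serine protease (7.74 ± 1.58), and Gcs1, the glucosidase that starts the trimming of N-glycans (8.97 ± 1.43). Among genes with a distant eQTL only, Cyp2c54 was followed by Mid1ip1, a regulator of fatty acid synthesis (8.98 ± 1.04), the carboxylesterase Ces1 (6.74 ± 0.97) and 4732429D16Rik (7.92 ± 0.96). The median SD of the 379 detected local probes was 0.37 on the log2 scale, above all of 10000 random lists matched on mean signal (median 0.29). That of the 303 distant probes was 0.31 (random lists 0.30, percentile 99.1). The levels of 68 local probes (17.9%) fell into 2 or 3 separate normal components, among them Abhd1, Gdi3 and Maob, with a BIC higher by 152, 135 and 122 than that of 1 component. The count was 39 (12.9%) for distant probes and 537 of 6884 (7.80%) for detected probes listed for neither. Fisher's exact test against the last gave p = 6.55e-10 for local and 0.00324 for distant probes. A local probe was also more often detected. Of 492 local probes at 10% FDR, 379 (77.0%) passed the detection rule, against 303 of 646 distant ones (46.9%, Fisher's exact test p = 2.17e-25), and 51 against 224 were detected in fewer than 55 mice. The lists were chosen by the study on these mice. The probes listed for neither can include some that the paper left out for a SNP or for several genomic locations, since those filters were not applied here. The mixture test also takes skewed levels for several components (194 of 200 simulated skewed probes), and the call for distant probes ended with log2(value + 50) in place of the floor (8.91%, p = 0.258), with probes detected in every mouse (7.87%, p = 0.529), with 5 principal components removed (7.59%, p = 0.0634) and with the unnormalized signal quantile normalized, a setting chosen after seeing the data (8.25%, p = 0.829).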

Local eQTL are very likely to be due to a variation either within the gene or in the regulatory region in close proximity to the gene. To investigate the resolution achieved in the MF1 data we calculated the distance of the association peak marker to the physical location of the gene for each local eQTL. This analysis revealed that the median distance of the peak markers from the physical location of the gene was 0.67 Mb and for 25% of the genes the peak marker was located less than 300 Kb away from the gene itself (Figure 2B).

**Table 2:** Top 10 most significant associations for distant eQTL.

Gene Symbol	Chromosomal Gene Location	Mapping SNP	SNP Chromosome	SNP Position (Mb)	Association p-value
*Lrp11*	10	rs13478347	5	80.5	1.61E-29
*Mat2b*	11	rs13477797	4	78.6	4.35E-10
*Cyp2c54*	19	rs13479573	7	127.1	6.78E-10
*9330164H19Rik*	7	rs6164040	4	79.8	4.04E-09
*2810027O19Rik*	2	rs13475914	1	71.5	4.34E-09
*Kif3a*	11	rs13479070	6	137.9	1.09E-08
*Vps33b*	7	rs6351643	2	18.7	1.13E-08
*Birc4*	20	rs3724460	2	104	1.48E-08
*Pcolce2*	9	rs13478096	5	4.99	1.53E-08
*Sgk*	10	rs13475914	1	71.5	1.64E-08

We also searched for the presence of co-localizing distant eQTL (eQTL “hotspots”). To do this, the entire genome was divided into 2 Mb bins (1287 total bins) and the number of significant distant eQTL were counted in each bin. Plotting of the eQTL frequencies at various genomic regions indicated a non-random distribution of the mapping locations (Figure 2C). 

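Genes whose distant eQTL fall in one bin of 2 Mb varied together between the mice. The 21 detected genes of the bin at 26 to 28 Mb of Chromosome 16, among them Prodh2, an enzyme of hydroxyproline breakdown, Ccs, the copper chaperone of superoxide dismutase, and the respiratory chain subunit Cox4i1, had a mean absolute correlation of 0.583. It was 0.480 for the 22 detected genes at 34 to 36 Mb of Chromosome 7, which include the signalling genes Dvl1 and Tyk2 and the nuclear receptor Nr1h2. It was 0.441 for the 13 at 78 to 80 Mb of Chromosome 4, which include Hal, the first enzyme of histidine breakdown, and Ppm1a, and 0.429 for the 10 at 70 to 72 Mb of Chromosome 1. Matched random lists had medians of 0.224, 0.199, 0.193 and 0.199, and each bin lay above all of 10000 of them. With BeadChip means removed, the values were 0.557, 0.248, 0.446 and 0.317 in the same order, at percentiles of 100, 100, 100 and 99.97. Pairs of genes were positively correlated in 100% of the cases on Chromosome 4, 63.2% on Chromosome 7, 57.1% on Chromosome 16 and 44.4% on Chromosome 1. Detection differed between the bins. Of the genes listed in Table S1, 13 of 55 passed the detection rule on Chromosome 4, where the median gene was detected in 51 mice, against 22 of 25, 21 of 27 and 10 of 17 on Chromosomes 7, 16 and 1, where it was detected in 110. Each list was chosen by the study through association with one locus in these mice, so its coherence is not independent evidence. With the first principal component removed, the Chromosome 7 list stood at percentile 97.2, which no longer passes.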

Several ‘hotspots’ were identified, with the most highly enriched loci on Chromosome 1 (17 eQTL), Chromosome 4 (55 eQTL), Chromosome 7 (25 eQTL), and Chromosome 16 (15 eQTL). To assess the validity of these hotspots, we randomly grouped mice into two subsets and reanalyzed each subset for the presence of co-localizing distant eQTL. We repeated this procedure four times to test for the preservation of these four highly enriched hotspots in each of the subsets (Figure S4). From these four hotspots, the Chromosome 4 hotspot was present in 7 of the 8 subsets created. Chromosomes 1 was replicated 4 times, Chromosomes 7 replicated three times, and Chromosome 16 replicated twice in the subsets analyzed. For Chromosomes 1, 7, and 16, the inconsistency in replication could either be due to an artifact of population structure not accounted for by our correction method [20] or to lack of power resulting from doing the analysis on half as many animals as in the original analysis. The presence of hotspots is consistent with the notion that the causal genetic variant is located within a master regulator of gene expression for group of genes. To identify candidate master regulator genes for each of these hotspots, we searched for local eQTL within each region. On Chromosome 1 we found no local eQTL; on Chromosome 16 we found one local eQTL homogentisate 1, 2-dioxygenase (*Hgd*); on Chromosome 7 we found 6 local eQTL including the enhancer binding protein CCAAT/enhancer binding protein alpha (*Cebpa*), lipolysis stimulated lipoprotein receptor (*Lisch7*), peptidase D (*Pep4*), coiled-coil domain containing 123 (*Ccdc123* or *2610507L03Rik*), androgen regulated gene RP2 (*Nudt19* or *D7Rp2e*), a Rho GTPase binding protein rhophilin 2 (*Rhpn2*); and in the most enriched hotspot on Chromosome 4 we only found one local eQTL methylthioadenosine phosphorylase (*Mtap*).

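The level of Hgd was correlated with nearly all detected genes of its hotspot. Its mean absolute correlation with the 21 detected genes of the Chromosome 16 bin was 0.596, rank 1 of 378 detected local eQTL probes, and 20 of the 21 passed the test. It correlated at r = 0.770 with 1700013L23Rik (rho = 0.740, r = 0.728 without the 2 mice farthest from the median of Hgd, positive within 15 of 15 BeadChips with a median of 0.843). The value for Prodh2 was r = 0.726 (rho = 0.768, 0.739 without 2 mice, within-BeadChip median 0.821) and for the kinase Stk2 it was r = -0.689 (rho = -0.614, -0.640 without 2 mice, within-BeadChip median -0.777). On Chromosome 7, Cebpa had a mean absolute correlation of 0.409 with the 22 detected genes of the bin (rank 12 of 378, 21 passing), Lisch7, a lipoprotein receptor, 0.407 (rank 13, 21 passing) and D7Rp2e 0.395 (rank 18, 21 passing). Pep4, Rhpn2 and 2610507L03Rik stood at ranks 81, 126 and 210, with 16, 12 and 7 passing. The closest relation of Cebpa was with Xpo6, a nuclear export factor (r = 0.647, rho = 0.671, 0.668 without 2 mice, within-BeadChip median 0.624, positive in 15 of 15). Mtap had a mean absolute correlation of 0.114 with the 13 detected genes of the Chromosome 4 bin, rank 232 of 379, and 2 passed. It had 0.181 with ranks in place of values (rank 93, 5 of 13 passing) and, under settings chosen after seeing the data, 0.212 over all 55 genes of the bin when detection in 7 mice was enough (rank 114 of 492, percentile 77.0, 34 of 55 passing) and 0.0649 with the number of detected probes removed (rank 355 of 379, 0 of 13 passing). The larger relation of the 2 that passed was with Hal, at r = -0.284 (rho = -0.310, -0.279 without 2 mice, within-BeadChip median 0.0526, positive in 8 of 15). Table S1 places Mtap at 88608655 of Chromosome 4 with its peak marker at 88422960, and Hgd at 37507930 of Chromosome 16 with its peak marker at 27995780. The candidates of Chromosomes 7 and 16 and the genes of their bins were selected by the study for association with markers of one bin in these mice, so their ranks among local eQTL elsewhere are not independent evidence. The family held 166 relations, each with a two-sided permutation p from 100000 resamples. The relations named for Hgd and Cebpa had p = 1e-05, the smallest they can give, and an adjusted p of 2.86e-05 after Benjamini-Hochberg adjustment, and Mtap with Hal had p = 0.00286 and an adjusted p of 0.00510. With BeadChip means removed, r was 0.841, 0.735 and -0.699 for Hgd with 1700013L23Rik, Prodh2 and Stk2, 0.510 for Cebpa with Xpo6 and -0.0470 for Mtap with Hal. Under the same setting Hgd ranked 2, Cebpa 41, Pep4 37, 2610507L03Rik 106, Lisch7 167, Mtap 217, Rhpn2 257 and D7Rp2e 293, with 20, 6, 8, 5, 3, 1, 1 and 1 passing. Hgd ranked 35 with 5 principal components removed (0.214, percentile 91.0, 8 of 21 passing), 2 with 1 removed (0.573), 5 with quantile normalization (0.425) and, under settings chosen after seeing the data, 5 from the unnormalized signal (0.426) and 6 with the number of detected probes removed (0.399). With 1 and with 5 principal components removed, Pep4 ranked 2 and 2 (14 and 12 of 22 passing), Cebpa 180 and 104 (4 and 3), Lisch7 189 and 75 (3 and 3), D7Rp2e 302 and 247 (2 and 0), 2610507L03Rik 82 and 84 (2 and 2) and Rhpn2 181 and 258 (2 and 1). From the co-localization of distant eQTL, the paper proposes that the causal variant lies in a master regulator, for which it lists these local eQTL as candidates, and it gives several tightly linked genes as the alternative. For Chromosomes 1, 7 and 16 it also proposes an artifact of population structure, or a lack of power, behind their uneven replication.

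**Figure D2:**
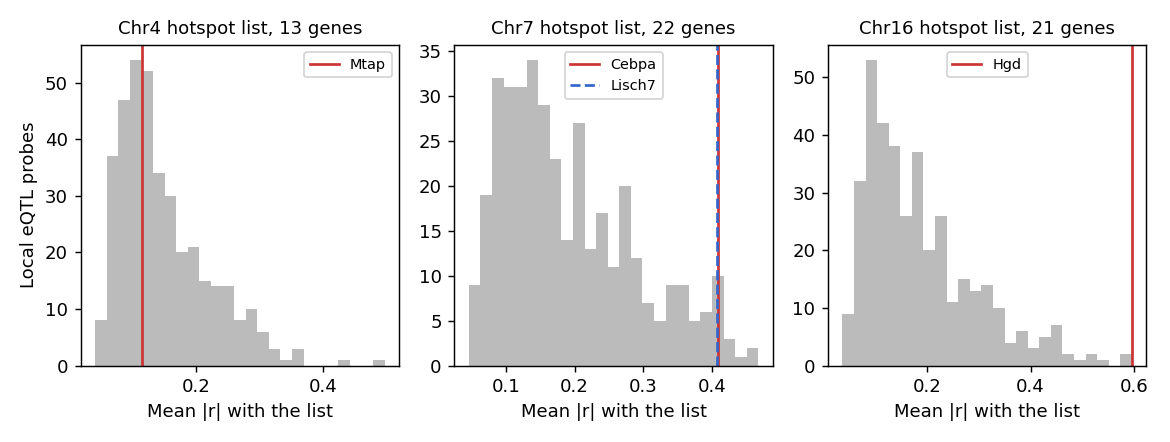
Mean absolute correlation of each detected local eQTL probe with the detected genes of a hotspot bin over 110 mice (horizontal axis), as a count of probes (vertical axis), for the bins of Chromosomes 4, 7 and 16 with 13, 22 and 21 genes. Vertical lines mark the named candidates, with Mtap at 0.114, Cebpa at 0.409 and Lisch7 at 0.407 (dashed), and Hgd at 0.596.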

Since MF1s offer a higher mapping resolution, this resource may be used to fine map eQTL previously identified in other crosses. The limitation is that not all the eQTL found previously will be present in the MF1 population. Here we sought to compare the mapping results in the MF1 population by empirically estimating the fraction of eQTL detected in this study compared to what was found in a previously published cross from our laboratory. For this comparison we used the previously reported eQTL study of the liver tissue for the F2 intercross population generated between C57BL/6J.ApoE^−/−^ and C3H/HeJ.ApoE^−/−^ parental strains (herein referred to as the BxH cross) [17]. In order to make a direct comparison we used the Entrez-Gene accession IDs to map the probes across the Illumina and the Agilent microarrays. From the 10013 probes used in the MF1 genome wide association analysis 8437 had unique Entrez-Gene IDs, 8036 of which were also represented by one or more probes on the Agilent microarrays used in the BxH cross. Using the genome-wide suggestive LOD score of 3.5, a total of 8111 eQTL were present in the BxH study. From these, 1905 eQTL mapped to within 10Mb of the physical location of the gene and were classified as local eQTL and the remainder (6206) as distant. Intersection of the local eQTL for the common set of genes in the two studies (1905 eQTL in BxH vs 471 eQTL in the MF1) identified 163 genes. This amounts to ∼35% of the total local eQTL found in the MF1 study (163/471). Intersection of distant eQTL, however, gave a much smaller overlap. From the 760 distant eQTL in the MF1 there were only 9 present in the BxH data (7 expected by chance, P = 0.22) which is about ∼1% of the distant eQTL found in the MF1 study (Table 3). 

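Of the genes of Table 3, Alas2, the heme synthesis enzyme of red cell precursors, was detected in all 110 MF1 mice. Its log2 level was 8.84 ± 0.43 (SD, n = 110 mice), and BeadChip accounted for 35.5% of its variance. Foxred1, an oxidoreductase that Table S1 lists under the older symbol BC024806, is read by a probe detected in all 110 mice (7.09 ± 0.31) and by another detected in 102 (5.73 ± 0.54). The latter is the probe whose association stands in Table 3. Ptgds, a prostaglandin D2 synthase, was detected in 83 mice (5.44 ± 0.63) and the amino acid transporter Slc36a4 in 72 (5.25 ± 0.44). Near background lay Centd2, detected in 24 mice (4.50 ± 0.79, 15 at the floor), Cyp1b1, a cytochrome P450, in 22 (4.25 ± 0.80, 27 at the floor), and AI586015 in 9 (4.13 ± 0.73, 33 at the floor). These values describe the MF1 mice alone, since the BxH cross was not analysed here, and no difference between the genes was tested.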

As discussed previously, the MF1 data has a low statistical power to detect distant eQTL especially at higher p-value cutoffs such as the one we used to compare the two datasets (P = e-05). Therefore, the lack of overlap between the distant eQTL in the MF1 data and the BxH data can be attributed to both the lack of power associated with detecting distant eQTL in the MF1 study and the conservative p-value cutoff chosen to detect these eQTL. Lowering the cutoff value for significance to 1.14e-04 (25% FDR) identified 26 overlaps with the BxH data (24 expected by chance, P = 0.3) and lowering this cutoff further to a nominal p-value of 0.001 resulted in 163 distant eQTL overlap between the two studies (140 expected by chance, P = 0.008).

**Table 3:** Common distant eQTL identified in both the BxH F2 linkage cross and the MF1 association study.

Gene Symbol	BxH Mapping Chromosome (Location Mb)	LOD Score	MF1 Mapping Chromosome (Location Mb)	p-value
*Alas2*	4 (62.5)	3.71	4 (43.9)	4.62E-06
*Cyp1b1*	18 (52.6)	3.67	18 (40.1)	1.20E-05
*Ptgds*	7 (144.9)	3.85	7 (132.7)	1.23E-05
*AI586015*	15 (62.8)	3.75	15 (69.5)	9.12E-06
*S3-12*	6 (115.9)	25.01	6 (115.3)	9.55E-07
*Centd2*	7 (64.4)	8.65	7 (50.2)	1.12E-05
*Slc36a4*	5 (78.1)	5.38	5 (59.5)	9.23E-06
*Foxred1*	4 (86.9)	6.02	4 (79.8)	5.10E-06
*Lrp11*	5 (84.1)	5.23	5 (80.5)	8.13E-29

Previous studies suggest that outbred stocks offer a high resolution mapping resource, but these studies did not have prior knowledge of the location of the causal variant for the trait [16]. The presence of common local eQTL, where one can assume, with high confidence, that the causal genetic variant lies within or near by the physical location of the gene, between the BxH and the MF1 data sets provides a unique setting to directly demonstrate the higher mapping resolution attainable in the association study using MF1 outbred stock compared to the linkage study in the F2 population. Figure 3 illustrates the results of such a comparison for 4 shared local eQTL (*Ttf2, Insig2, Frzb, and Pparg*) between BxH and MF1 populations. 

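Of the 4 genes, Insig2 and Pparg were detected in all 110 mice, Ttf2 in 97 and Frzb in 51. Insig2, which holds SREBP in the endoplasmic reticulum and so restrains sterol synthesis, had a log2 level of 8.82 ± 0.78 (SD, n = 110 mice), from 6.86 to 10.49. Pparg, the nuclear receptor of fat storage, stood at 8.30 ± 0.49, from 6.56 to 9.28. Ttf2, a transcription termination factor, had 6.19 ± 0.78. Frzb had the largest SD, at 4.90 ± 1.20, and lay at the floor in 21 mice. In Table S1 the gene and the peak marker stand at 123131899 and 124828211 of Chromosome 1 for Insig2, at 115387685 and 115908654 of Chromosome 6 for Pparg, at 101067917 and 101068343 of Chromosome 3 for Ttf2, and at 80212809 and 79752167 of Chromosome 2 for Frzb. BeadChip accounted for 40.5% of the variance of Insig2, 25.1% of Ttf2 and 16.7% of Pparg, where shuffled arrays gave a median of 12.6% over the detected probes. No test compares these genes with one another, and levels of different probes are not on one scale of abundance.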

As shown, the MF1 data (grey curve) provided much narrower candidate region than the BxH data (black curve). As expected for any local eQTL, the candidate regions in both studies encompassed the genomic region for the gene itself and peaked directly over the physical location of the gene. However, the QTLs in the BxH cross encompassed a much broader region than the association results in MF1 data. These results indicate that the MF1 population yields a much better resolution for eQTL mapping than a traditional cross.

**Figure 3:**
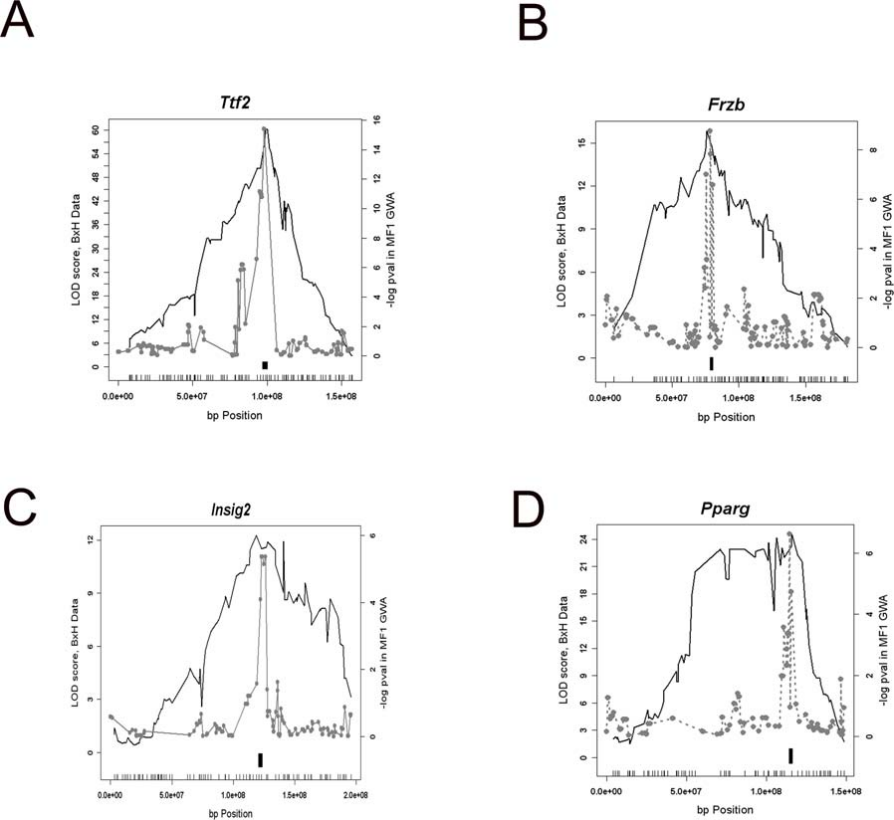
Comparison of four conserved local eQTL mapping results between the MF1 and BxH studies. In each plot, the black curve depicts the LOD curve in the BxH data, and the gray curve is the association result in the MF1 data. The physical location of the gene is shown by the black box. In each panel, the tick marks on x-axis depicts the physical location of the markers used in the BxH study. A) *Ttf2*, B) *Frzb*, C) *Insig2*, D) *Pparg*.

We next turned to the distant (*trans*-acting) eQTL. Several eQTL studies with intercross or RI strain mice have observed that many distant eQTL map to the same location on a chromosome, giving rise to what is known as distant eQTL hotspots. Here we illustrate how the MF1 whole genome association analysis can be used to resolve such co-localization of distant eQTL. We had previously detected a distant eQTL hotspot in the middle region of chromosome 6. A total of 96 unique genes (99 probes) had a distant eQTL at this locus. Based on the assumption that the variation in the expression of the causal gene underlying this hotspot mediates its effects, we identified 8 local eQTL (Bcl2l13, Ogg1, Cidec, Atp2b2, Pparg, Clstn3, LOC380687, C1r) as primary candidate genes for this hotspot. Thus, judging by the F2 data alone, any one of these 8 local eQTL could be regulating any of the 96 distant eQTL. We turned to the MF1 data and asked, first, if we could resolve the co-localization of the local eQTL on the chromosome 6 locus and, second, if we could resolve the co-localization of the distant eQTL in this region. From the 8 local eQTL in the BxH F2 cross, 3 of them (*Bcl2l13, Pparg,* and *Cidec*) were also observed in the MF1 population. Figure 4 shows the mapping of these three local eQTL in the BxH and the MF1 populations. While the mapping results appeared indistinguishable in the BxH study (Figure 4A), association analysis in the MF1 successfully resolved these local eQTL and mapped them near the physical location of each gene (Figure 4B). 

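The transcripts of these local eQTL were themselves partly correlated over the mice. Cidec, a lipid droplet protein, had the widest range, at log2 6.47 ± 1.50 (SD, n = 110 mice), and was detected in 91 mice with 8 at the floor. Bcl2l13, a mitochondrial relative of Bcl2, was steady at 8.01 ± 0.31 and detected in all 110. Pparg and Cidec rose together (r = 0.407, p = 4e-05, adjusted p = 0.00012, rho = 0.509 with p = 2e-05 and adjusted p = 9e-05), with r = 0.413 without the 2 mice farthest from the median and a within-BeadChip median of 0.421 (-0.433 to 0.952, positive in 14 of 15). Cidec and Bcl2l13 had r = 0.369 (p = 0.00011, adjusted p = 0.000248, rho = 0.346 with adjusted p = 0.000765), 0.320 without 2 mice and a within-BeadChip median of 0.429 (-0.629 to 0.949, positive in 12 of 15). Pparg and Bcl2l13 had r = 0.192 (p = 0.0446, adjusted p = 0.0669, rho = 0.169 with adjusted p = 0.0996), 0.146 without 2 mice and a within-BeadChip median of 0.0307 (-0.800 to 0.650, positive in 9 of 15), which does not pass. P-values are two-sided from 100000 permutations and adjusted by Benjamini-Hochberg over a family of 9 relations. With BeadChip means removed, r was 0.420 for Pparg with Cidec, 0.403 for Cidec with Bcl2l13 (adjusted p = 6e-05 and 0.00063) and 0.0678 for Pparg with Bcl2l13 (adjusted p = 0.522). The last pair passed with 5 principal components removed (r = 0.232, adjusted p = 0.0213, rho = 0.262 with adjusted p = 0.00948). Of the detected probes, 873 were higher and 1147 lower in mice with more Pparg at an adjusted p under 0.05 from limma, 305 and 226 with more Cidec, and 1486 and 1196 with more Bcl2l13. With BeadChip as a block the counts were 645 and 850, 518 and 444, and 270 and 155, so that the count for Bcl2l13 moved most. The balance of directions depended on the processing. For Pparg it was 472 higher and 353 lower with 5 principal components removed. Under settings chosen after seeing the data, it was 515 and 456 for Pparg with the number of detected probes removed. For Bcl2l13 it was 1904 and 2515 with detection in at least 7 mice. Table S1 places Cidec at 113390413 and Bcl2l13 at 120801849 of Chromosome 6. Another Pparg probe, listed there for a distant eQTL and detected in 21 mice, was not used. Pparg, Cidec and Bcl2l13 were chosen by the study for local eQTL in one region of Chromosome 6 in these mice. Linked variants can relate their levels, so the correlations are not independent evidence.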

Out of the three local eQTL, the local eQTL for *Cidec* mapped to two markers, rs13478971 and rs13478971, at 112.1 and 111.2 Mb, respectively, which are ∼1 and ∼2 Mb away from where the physical location of the *Cidec* gene (113.3 Mb). These were the closest markers to the physical location of *Cidec.* These results suggested the presence of either a distal regulatory element for this gene or the presence of a closely linked regulatory gene for *Cidec* on Chromosome 6. Genotyping with denser markers closer to *Cidec* location might correctly position the highest peak above the gene itself. Interestingly, the *Bcl2l13* transcript levels, in addition to mapping to the nearest marker to the physical location of the gene at 121.6 Mb, also showed significant association with markers located at 114.2, 114.3, and 114.7 Mb, suggesting the possible presence of an additional distal regulatory locus near the local eQTL for this gene. After resolving the three local eQTL, we examined the distant eQTL which mapped to this locus in the BxH cross and asked which of these distant eQTL mapped to any of these three local eQTL on Chromosome 6. From the 96 distant eQTL colocalizing to the chromosome 6 locus in the BxH study, 14 were replicated in the MF1 population (using the nominal p-value cutoff of 0.01). Judging by the location of the association peak markers, despite the co-localization in the BxH, these 14 eQTL mapped to varying loci within the chromosome 6 region. In particular, 3 of these genes (*S3-12, Calr3, Hmgcl*) mapped over the *Pparg* locus, another 2 genes (*Gpi1, Ctps*) mapped over the *Cidec* locus, and 9 genes had the most significant associations with markers at other than the three local eQTL loci (Figure S4). 

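S3-12, a protein that coats lipid droplets, was more abundant in mice with more Pparg and in mice with more Cidec. Its log2 level was 8.57 ± 0.94 (SD, n = 110 mice). It correlated with Pparg at r = 0.430 (rho = 0.382, p = 5e-05, adjusted p = 0.00015), with r = 0.422 without the 2 mice farthest from the median of Pparg and a within-BeadChip median of 0.478 (-0.433 to 0.933, positive in 13 of 15). With Cidec it had r = 0.469 (rho = 0.517, p = 1e-05, adjusted p = 9e-05), 0.496 without 2 mice and a within-BeadChip median of 0.560 (-0.309 to 0.908, positive in 14 of 15). Both values of r had p = 1e-05, the smallest that 100000 permutations can give, and an adjusted p of 4.5e-05 over the family of 9 relations. By size of r, S3-12 ranked 221 of 7630 probes with Pparg and 21 of 7631 with Cidec. With Bcl2l13 the value was r = 0.224 (p = 0.0191, adjusted p = 0.0344, rho = 0.200 with adjusted p = 0.0561), 0.220 without 2 mice and a within-BeadChip median of 0.402 (-0.248 to 0.881, positive in 11 of 15). With BeadChip means removed, r was 0.446 with Pparg, 0.482 with Cidec and 0.285 with Bcl2l13 (adjusted p = 4.5e-05, 4.5e-05 and 0.0173), and the rho of 0.317 with Bcl2l13 then passed as well (adjusted p = 0.00364). Calr3, Gpi1 and Ctps have no probe named in the tables used here and get no value. The difference between the relations of S3-12 to Pparg and to Cidec was not tested. S3-12 and the local eQTL genes were chosen by the study for association with linked markers of Chromosome 6 in these mice. Their relations are therefore not independent evidence that one gene acts on another. From the positions of the peak markers, the paper concludes that eQTL sharing a locus in the BxH cross can be resolved in the MF1 mice.

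**Figure D3:**
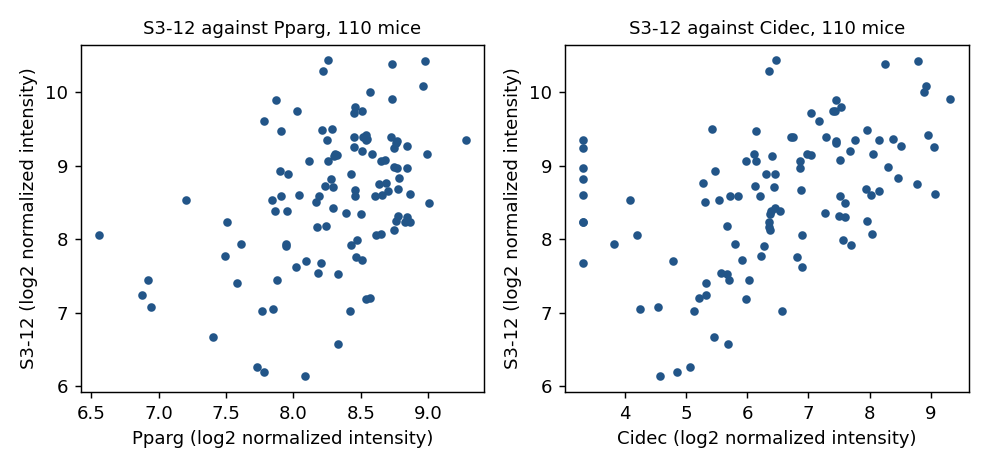
Log2 normalized intensity of S3-12 (vertical axes) against that of Pparg (left, horizontal axis) and of Cidec (right, horizontal axis), with 1 point per mouse for 110 mice. S3-12 rises with both, at r = 0.430 and r = 0.469, and 8 mice lie at the floor for Cidec.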

For the 5 genes mapping to either the Pparg or the Cidec loci we computed the 50 and 90 percent confidence (c.i.) intervals using bootstrapping (1000 sample sets). The S3-12 and Calr3 50% c.i. span a 1.3Mb region over the Pparg locus from 114.6Mb to 115.9Mb and the 50% c.i. for Hmgcl span a 1.9Mb region over the Pparg locus from 112.4Mb to 115.3Mb (the 90% c.i. for S3-12 was from 112.4Mb to 117Mb, for Calr3 was from 112.4Mb to 116.2Mb, and for Hmgcl was from 112.1Mb to 115.9Mb). For the two genes with the peak marker at the Cidec locus (Gpi1 and Ctps) the 50% c.i. were 3Mb (from 111.2Mb to 114.2Mb) and 1.2Mb (from 111.2Mb to 112.4Mb), respectively, overlapping with the Cidec locus. The 90% c.i. for these two genes were from 110Mb to 114.3Mb and from 111.2Mb to 114.6 Mb, respectively. It is noteworthy that *S3-12* is a known *Pparg* target gene [19]. These results show that the co-localization of eQTL in the BxH study can be successfully resolved with high resolution in the MF1 data.

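Per standard deviation of Pparg, S3-12 was higher by 0.40 on the log2 scale (standard error 0.08, adjusted p = 6.74e-05 from limma over all detected probes), and per standard deviation of Cidec by 0.44 (standard error 0.08, adjusted p = 5.86e-05). Vldlr, the receptor that takes up triglyceride-rich lipoproteins, changed by 0.01 per standard deviation of Pparg (standard error 0.02, adjusted p = 0.829). S3-12 and Vldlr are the 2 named and detected members of the list of Pparg targets and lipid droplet genes fixed before the data were examined. Of them, 1 rose with Pparg over all probes and 1 when adjusted over the list alone, too few for a test of the list, and S3-12 was chosen by the study on these mice. Other members may be among the detected probes without a name, so S3-12 and Vldlr do not stand for the list. The named probe that rose most with Pparg was 8430408G22Rik (slope 0.73, standard error 0.10, adjusted p = 6.04e-08, and 0.77 with BeadChip as a block). This gene has a local eQTL of its own and an SD of 1.32. Whether its slope reflects a response to Pparg, or variants linked to those of Pparg, was not tested. The named probes that fell most were Cyp2c54 (slope -0.77, standard error 0.11, adjusted p = 9.93e-08, and -0.80 with the block) and 0610008F07Rik (slope -0.40, standard error 0.06, adjusted p = 4.23e-08). Cyp2c54 was also the steepest named probe with Cidec (slope -0.72, standard error 0.12, adjusted p = 7.87e-06, and -0.72 with the block). Among those that rose with Cidec, S3-12 stood beside 1110061O04Rik (slope 0.45, standard error 0.08, adjusted p = 6.95e-05) and Cyp4a14 (slope 0.38, standard error 0.10, adjusted p = 0.00778). Markers of other cell types went both ways with Pparg. Spp1 and Sox9 of cholangiocytes (slopes 0.35 and 0.24, adjusted p = 4.85e-05 and 0.000817) and Xlkd1 of endothelial cells (slope 0.37, adjusted p = 0.00148) rose. Of 2 erythroid probes, Klf1 fell (slope -0.13, adjusted p = 0.0159) and Alas2 did not pass (slope 0.06, adjusted p = 0.278). Of the lymphocyte and macrophage probes, 0 of 2 and 0 of 2 passed (adjusted p of 0.159 or more). The named genes are those of the 10 largest slopes in each direction, of which 9 and 8 probes with Pparg and 7 and 9 with Cidec have no name in the tables used here.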

**Figure 4:**
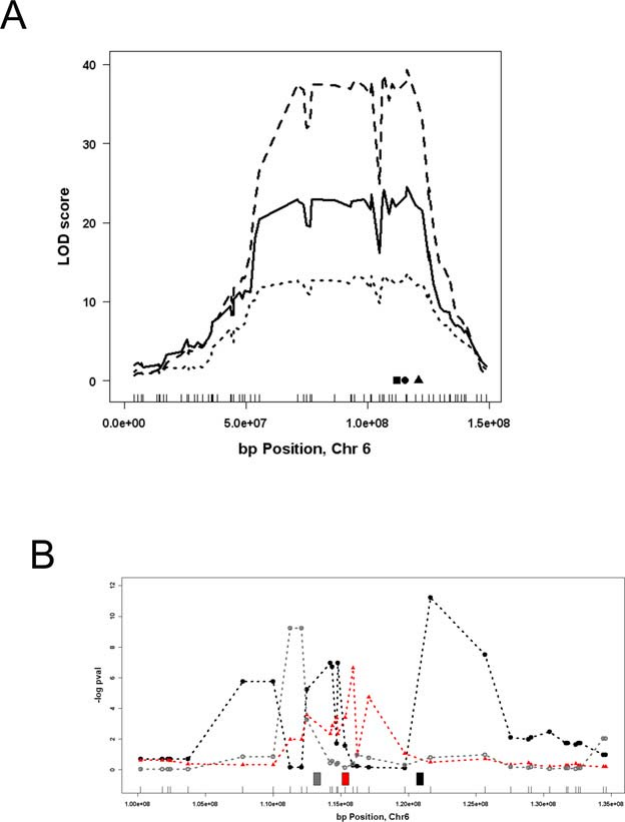
Comparison of the three conserved local eQTL on chromosome 6 between the BxH and MF1 studies. Panel (A) shows the BxH mapping results for *Pparg* (dashed curve), *Cidec* (solid curve), and *Bcl2l13* (dotted curve). The physical location of *Pparg* (circle), *Cidec* (square), and *Bcl2l13* (triangle) is shown at the bottom. Panel (B) shows the MF1 results for *Pparg* (solid triangles with dotted red curve), *Cidec* (open circles with gray dotted curve), and *Bcl2l13* (solid circles with dotted black curve). The physical location of the genes are depicted at the bottom with gray box for *Cidec*, red box for *Pparg*, and black box for *Bcl2l13*. Tick marks on x-axis depict the physical location of the markers in the BxH dataset.

The amount of resolution achieved in our mapping study was limited to the density of the markers used (average marker density 1.37 Mb). Next, we asked whether typing more SNPs in a region would enhance the mapping resolution. For this, we focused on the distal locus of chromosome 5 where the results of the whole genome association had identified 3 distant eQTL (*Pbx2, 2610020N02Rik,* and *D4Ertd432e*) at the genome wide significance level of 2.43e-05 p-value (10% FDR). 

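Pbx2 and D4Ertd432e lay at background in most livers. Pbx2, a homeobox cofactor, had a log2 level of 3.80 ± 0.53 (SD, n = 110 mice) and was detected in 10 mice, with 44 at the floor. D4Ertd432e had 4.29 ± 0.71, was detected in 21 mice and lay at the floor in 25, and 2610020N02Rik had 5.95 ± 0.57 and was detected in 91. Pbx2 and 2610020N02Rik had r = 0.216 (p = 0.0229, adjusted p = 0.0687), which does not pass, and rho = 0.249 (p = 0.0088, adjusted p = 0.0264), which does, with r = 0.190 without the 2 mice farthest from the median and a within-BeadChip median of 0.118 (-0.806 to 0.584, positive in 8 of 15). Pbx2 and D4Ertd432e had r = 0.0912 (p = 0.343, adjusted p = 0.374, rho = 0.0518 with p = 0.590), 0.0700 without 2 mice and a within-BeadChip median of 0.145. 2610020N02Rik and D4Ertd432e had r = 0.0853 (p = 0.374, adjusted p = 0.374, rho = -0.0174 with p = 0.855), 0.114 without 2 mice and a within-BeadChip median of -0.0419. P-values are two-sided from 100000 permutations over a family of 3 relations. The call for rho of Pbx2 with 2610020N02Rik ended with BeadChip means removed (rho = 0.0452, adjusted p = 0.673, and r = 0.0966), with 1 or 5 principal components removed (rho = 0.182 and 0.139, adjusted p = 0.176 and 0.444), without the 5 arrays with the fewest detected probes (rho = 0.203, adjusted p = 0.115) and with the number of detected probes removed (rho = -0.0131, adjusted p = 0.893). With quantile normalization r passed for all 3 relations (0.332, 0.238 and 0.191 in the same order, adjusted p = 0.00147, 0.0194 and 0.0467). By rho the first alone passed there (adjusted p = 0.00081, 0.0598 and 0.256). With log2(value + 50) r passed for the first (0.297, adjusted p = 0.00510). From the unnormalized signal, a setting chosen after seeing the data, r passed for the first 2 (0.395 and 0.217, adjusted p = 6e-05 and 0.0358). The signal at background limits any such relation, and values at the floor have no order.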

The candidate region for this association spanned a 3.6 Mb region (from rs13478570 at 142.8 Mb to rs13478583 at 146.4 Mb) with the peak marker at 144 Mb (rs13478573). To fine map this region each of the 110 animals were genotyped for an additional 5 markers by the PCR-ARMS technique [20]. The primers were designed such that they would be less than 500 kb away from the peak marker or each other (Materials and Methods). The fine mapping results are shown in Figure 5. For D4Ertd432e (bottom panel) and 2610020N02Rik (top panel) the fine mapping effort reduced the candidate locus to 1.1 Mb (located between rs29635622 at 143.4 Mb and rs32348286 at 144.5 Mb) containing 22 candidate genes. For Pbx2, the candidate region was reduced to 0.7 Mb interval between rs33492148 (at 143.8 Mb) and rs32348286 (at 144.5 Mb) containing 14 candidate genes. The 90% c.i. for these three genes (as determined by 1000 bootstrapping data sets) spanned a 500 kb region in the interval between 143.81Mb and 144.52Mb. These results suggest that MF1 population, with a relatively small sample size of 110, gives a sub-megabase resolution for mapping eQTL.

**Figure 5:**
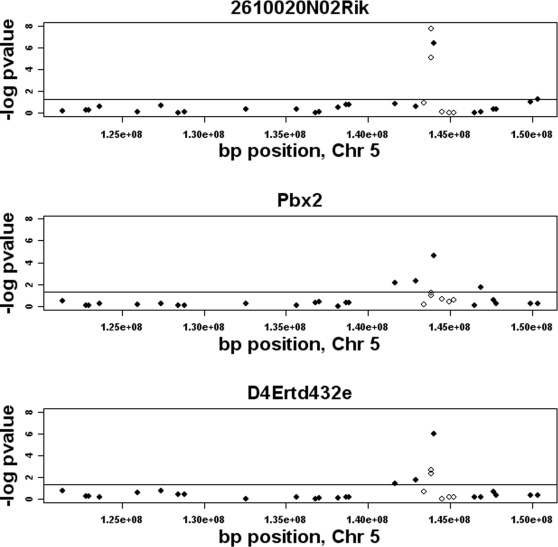
Fine mapping of the distal chromosome 5 locus. The three distant eQTL *2610020N02Rik* (top), *Pbx2* (middle), and *D4Ertd432e* (bottom) were fine mapped by typing additional markers in the region (open circles). Closed circles represent the original markers used in the whole genome association. The horizontal line corresponds to the nominal p-value of 0.05.

## Discussion

This report provides a “proof of concept” demonstration of the utility of genome wide association for the identification of genes contributing to complex traits in mice. A number of previous association studies with outbred stocks or different inbred strains have been reported, but these have in most cases not been validated since the underlying genes were not known [14], [15], [21]–[23]. We have taken advantage of many local eQTL that have been identified in a recent linkage study in mice to validate the association approach. We also have provided an overall view of LD structure in the MF1 population and have shown the importance of correcting for population structure in association analyses.

In this study we used both the local eQTL and the distant eQTL to investigate the attainable high resolution mapping of expression traits in the MF1 population. We used the local eQTL as a proof of concept because with high confidence we can predict where the genetic variant is located (i,e. near or within the physical location of the gene) [24]. Therefore, this allowed us to study the level of resolution one can achieve in the MF1 population. The comparative analysis of the four common local eQTL between the BxH F2 and the MF1 mice suggested that one can achieve a mapping resolution below 1 Mb. This is also evident from the fact that in all the local eQTL identified in the MF1 data about half the peak markers for the association mapped within 600 kb from the physical location of the gene. The sub-megabase resolution achieved for the eQTL is also supported by the fine mapping results for the distant eQTL for the chromosome 5 locus as well. These results are also comparable to the previous mapping studies for the behavioral traits in MF1 mice where the reported confidence intervals for 3 closely linked QTLs were between 250 to 750 kb [14]. Clearly, with larger numbers of mice and denser genotyping, we expect the mapping resolution in this population to increase and the confidence intervals to decrease.

The number of significant associations observed at various false discovery thresholds in this study (Table 1) were lower than the numbers reported in other genetical genomics studies [5],[6],[25],[26]. This was especially true for distant eQTL which, for most part, have relatively small effects. One of the reasons for this shortcoming is the lack of power associated with the small number of animals used in this study (110 mice). The presence of population structure, in turn, also negatively impacts the effective size of the animals used in the study. In fact, one of the limitations of using outbred stock for mapping complex traits has been the statistical power issue and the need to include large number of mice in the study [13]. Another important point related to the statistical power issue is the very stringent genome wide significant cut off chosen in the whole genome association analysis due to the multiple testing issue. Without doubt, the use of genome wide cut off value is the appropriate measure for screening significant associations across all the markers and all the gene expression traits in the genome (over 22 million total tests performed). However, in settings where the replication of previously found QTL is under investigation, the hypothesis to be tested is reduced to one trait and several markers along the previously mapped region. Therefore, there should be no need for selecting such a high cutoff value for significance. This was evident in our data when we attempted to resolve the *S3-12* and 13 other previously identified chromosome 6 locus distant eQTL. At the genome wide cutoff value, only 2 of these genes were significantly associated with markers on chromosome 6 locus, but with the nominal p-value of 0.01, 12 additional genes also showed evidence of significant association to this locus. The use of less stringent criteria for local QTL studies has also been implemented in other reports and shown to correctly rediscover and validate previously identified QTLs [27],[28].

Previous genetical genomics studies reported the presence of genomic hotspots where large groups of eQTL collectively map to single loci in the genome [4],[5],[29]. In the current study, we were also able to identify such hotspots in the MF1 population, but the number of co-localizing eQTL within each hotspot identified in our study is considerably less than what has been reported before in other crosses [5],[29]. This is partly due to the lack of power to detect distant eQTL (as mentioned above) and partly due to the high resolution mapping achieved in the MF1 population. In general, the presence of eQTL hotspots indicates either the presence of a master regulator gene which regulates the expression of group of genes together or the presence of several tightly linked genes within the hotspot, each of which regulates the expression of subset of the genes which map to this locus [30]. In the case of an F2 population, since the mice carry relatively few recombinations, these two alternatives appear alike and indistinguishable from the mapping data. In the MF1 data, however, since the genome is finely grained, one can resolve a hotspot due to multiple linked genetic variants into its individual components. We used the chromosome 6 locus as an example and were able to resolve the 14 distant eQTL into several groups based on which marker they associated with most strongly. Among these, the group that showed significant association with the Pparg locus comprised three genes one of which (S3-12) has been associated with Pparg gene previously [19],[31] and another gene (Hmgcl) has been shown to be coregulated with Pparg at the transcript level by thyroid hormone [31].

It has been widely acknowledged that standard statistical tests that do not account for population structure or familial relatedness are prone to identify spurious associations [32]–[34]. Different levels of molecular variance between different pairs of individuals are likely to induce different levels of polygenic background effects, invalidating the independence assumption of standard statistical tests such as t-test or ANOVA. Recent studies illustrate that the linear mixed model effectively captures confounding effects due to heterogeneous genetic relatedness [35],[36] more effectively than previous approaches such as Structured Association [37], Principal Component Analysis [38] or Genomic Control [39]. In this report we provide additional evidence for how failure to correct for such population structure can result in many more false positive associations. We also show that distant eQTL are more prone to such artifactual associations due to their relatively small effect sizes and higher likelihood of being false positives.

Genetical genomics is becoming increasingly popular due to its promise to bridge the gap between the physiological traits and the genetic variations in the population. To fully take advantage of such an approach it is imperative to understand the nature of the association between the transcript level of the gene and the causal genetic variation. Molecular networks underlying the physiological traits cannot be properly constructed without the proper knowledge of the interaction among genes. We believe that the genetical genomics approach coupled with the high precision mapping offered by the MF1 outbred stock will significantly advance the potential for identifying regulatory genes for distant eQTL and provide the necessary components to build such biological networks.

## Materials and Methods

### Animals

Female MF1 mice, approximately 4–6 weeks of age, were purchased from Harlan (Indianapolis, Indiana, USA). These animals were fed Purina Chow (Ralston-Purina Co., St. Louise, MO) containing 4% fat until 19 weeks of age, and then fed a Western diet (Teklad 88137, Harlan Teklad, Madison WI) containing 42% fat and 0.15% cholesterol for ∼14 weeks until they were sacrificed at 33 weeks of age. All mice were maintained on a 12h light/dark cycle. Mice were fasted for 5 hours before being euthanized.

### Genotyping

For the initial genotyping, the Affymetrix GeneChip Mouse Mapping 5K SNP platform was utilized. The DNA used for the genotyping was isolated from the tail clips of each mouse using the Qiagen's DNeasy tissue kit (cat# 69506). Overall, a total of 5024 SNPs were genotyped. The genomic location of all the analyzed SNPs were based on the snpdb126 (http://www.ncbi.nlm.nih.gov/SNP/index.html).

Fine mapping on the distal region of Chromosome 5 was performed using the PCR-ARMS technique [20]. A total of 6 SNP markers were selected for fine mapping: rs29635622 at 143400193 bp position, rs33318740 at 143817829 bp position, rs33492148 at 143854676 bp position, rs32348286 at 144521447 bp position, rs29524465 at 144918013 bp position, and rs33719947 at 145196793 bp position. These primers were chosen so that the distance between adjacent markers did not exceed 500kb. To carry the PCR-ARMS a set of tetra-primers were designed using the http://cedar.genetics.soton.ac.uk/public_html/primer1.html website [20] for each marker. The tetra-primer sequences of each marker and the expected band size for each are as follows: 1) rs29635622 forward inner primer (C allele specific) GCTTATTTGCATACTTTGCGATGTAGAC, reverse inner primer (T allele specific) AACTATCCAAATGCACACTGAAGCCA, forward outer primer GTGCTATCTCTTCAGCCCAGAGTGATAT, reverse out primer GAGGAGCGAACCATTCTCTAAAAGTTGT, C-allele size = 133bp, T-allele size = 163 bp, outer-products = 242 bp; 2) rs33318740 forward inner primer (A allele specific) AAGATGCCGGCCCCAGATTGCCCTGTGA, reverse inner primer (G allele specific) GGGAGAAAGCTCCCTGCTTTGTCCAAACTC, forward outer primer GGAAGGTGAGGAGACAGGCTTCCGGCAG, reverse out primer CTTATGGCAAACCACCCTGCCCAGCAGA, A-allele size = 193 bp, G-allele size = 162 bp, outer-products = 297 bp; 3) rs33492148 forward inner primer (T allele specific) TTCTGTCTTAATTGAGCCCATATGAAAAT, reverse inner primer (G allele specific) GCACATTCTTCCAGACTCTGCATATC, forward outer primer ACTCTTGACAAAGAAGAATGCTTGCTTT, reverse out primer ATGTTTTGGCTAAGCACAATCCTACTCT, T-allele size = 194 bp, G-allele size = 172 bp, outer-products = 311 bp; 4) rs32348286 forward inner primer (A allele specific) AGGACTGCCACAGGCCAGCATCTCACA, reverse inner primer (G allele specific) AGTGTATCTATCAGGTGAATTCCAGTAGTC, forward outer primer AAGCCAAGCTGTCTCCAAGTCCTAGAAA, reverse out primer ACCACTTGAAGCCTGATTAAAATGTGCC, A-allele size = 213 bp, G-allele size = 175 bp, outer-products = 331 bp; 5) rs29524465 forward inner primer (A allele specific) CCTCTAATCTCCTGAGGATTGGAACA, reverse inner primer (G allele specific) TCATTTGGACACTAGAGCTTCTTCATTATC, forward outer primer TCGGAGAGACAGTTGTCTGTTAGGTTTA, reverse out primer GACAATGACGAAAAGACAAGTCACTTCT, T-allele size = 116 bp, G-allele size = 127 bp, outer-products = 187 bp; 6) rs33719947 forward inner primer (C allele specific) GTACATGTTCTTTTAAAATTATTAATCGAC, reverse inner primer (T allele specific) AGAAAAAGACACTCCTTGGAGCATGA, forward outer primer CTGTGATTTAAAGGCGTGCTAGTACTAC, reverse out primer GTGAGAGAGAGAGTCTGGGAATATTTCT, C-allele size = 177 bp, T-allele size = 157 bp, outer-products = 278 bp. Each of the 110 MF1 mice were genotyped for these markers by PCR and the products were separated by 4% agarose gel and visualized by ethidium bromide staining.

### Gene Expression Analysis

RNA extraction was performed on the liver tissue obtained from each animal at the time of sacrifice, using Qiagen's RNeasy kit (cat# 74104). For the gene expression measurements, Illumina's Mouse whole genome expression BeadChips (MouseRef-8-v1 Expression BeadChip) were used. All amplifications and hybridizations were performed according to Illumina's protocol by the Southern California Genome Consortium microarray core laboratory at UCLA. In brief, 100 ng of total RNA was first reverse transcribed to cDNA using Ambion cDNA synthesis kit AMIL1791 and then converted to cRNA and labeled with biotin. 800ng of biotinylated cRNA product is hybridized to prepared whole genome arrays and allowed to incubate overnight ( 16–20 hrs) at 55 degrees C. Arrays were washed then stained with Cy3 labeled streptavadin. Excess stain wass removed by washing and the arrays were dried and scanned on an Illumina BeadScan con-focal laser scanner.

Data normalization was performed using the rank invariant method by the Bead Studio software. After normalization, all gene expression data were log2 transformed.

To filter genes, we selected probes which met two criteria; 1) the probes exhibited a reliable signal and 2) the probes contained no annotated SNP within their sequence. The former was determined according to the Illumina Bead Studio output. The detection value is equal to 1-probability that a signal level is due to nonspecific hybridization. This value can be interpreted as the probability of seeing a certain signal level without specific probe-target hybridization. For filtering we excluded any probe which had a detection value of lower than 0.95 in greater than eleven (10%) or more animals. To select against the bias in hybridization due to probe design, as described by Walter et al [40], we excluded any probe which in blast search had 100% sequence identity to more than one location of the genome or had at least one SNP within it. To determine this we aligned the genomic location of all the probes against the genomic location of ∼8 million SNPs available on the Perlegen database (http://mouse.perlegen.com/mouse/index.html). Any probe which contained a SNP which was polymorphic between the proposed ancestors of the MF1 mice (I,e. C57BL/6J, DBA/2J, C3H/HeJ, AKR/J, I/LnJ, BALB/cJ, RIII/J, and A/J) was excluded. This filtering step resulted in the exclusion of 2160 probes. The remaining 10013 probes were used as the starting set for the whole genome association analysis. The gene expression data are deposited to the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) at NCBI. These data are deposited under the accession number GSE10280.

### Linkage Disequilibrium (LD) and False Discovery Rate (FDR) Calculation

LD and FDR were calculated using R software algorithms. To compute the pair-wise LD between markers, we used the LD function in the Genetics package, which includes output of the chi square p-values for marker independence which we used to test for LD between markers on different chromosomes. For the FDR calculation we used the q-value package in R [41]. Due to the computational complexity associated with evaluating q-values for >20 million p-values, we computed the FDRs by taking the average FDR for 100 samples each containing 5 million randomly selected p-values from the original 22,069,649 calculated p-values.

### Whole Genome Association and Population Substructure Correction

We first computed the genetic similarity matrix between the individual mice as the fraction of shared alleles (identity-by-state) for each pairs, and visualized it with heatmap R package. A complex multi-leveled population structure and genetic relatedness is observed in the genetic similarity matrix.

We applied the following variance component test to estimate the variance explained by genetic background and assess the statistical significance.
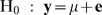

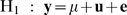
where y is the vector of expression values of a gene, and μ is mean, and e is random errors following an identical and independent normal distribution with Var(e) = σ_e_^2^I. u is a vector of random variables accounting for the effect from genetic background. u follows a multivariate normal distribution with Var(u) = σ_g_^2^K, where K is the genetic similarity matrix described above. The fraction of variance explained by genetic background is computed as previously suggested with tr(SKS)/(n-1+tr(SKS)), where S = I-J/n, and J is a square matrix consisting of ones from the REML estimate of H_1_. The likelihood ratio test is performed by comparing the maximum likelihood of two hypotheses. The likelihood difference 2*(*l_1_-l_0_*) asymptotically follows a 1:1 mixture of the chi-squared distribution with zero and one degree-of-freedom [42]. The false discovery rate is estimated conservatively by setting π_0_ = 1 [41].

To account for population structure and genetic relatedness in association mapping, we applied the following standard linear mixed model as previously suggested [18],[35],[36].
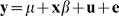
where y, μ, u, and e are same as described above, and x is the genotype vector of a marker represented in additive model, and β is a marker effect. A standard F test was performed to test H_1_:β≠0 against H_0_:β = 0 after estimating restricted maximum likelihood (REML) variance components as described [18],[35],[36]. We applied EMMA (Efficient Mixed Model Association) as a R implementation of linear mixed model. Since EMMA is orders of magnitude faster than other implementations commonly used, we were able to perform statistical analyses for all pairs of transcripts and genome wide markers in a few hours using a cluster of 50 processors.

## Supporting Information

Figure S1 LD structure on Chromosome 2-20. The order of markers in each heat map follows the physical location of the marker along the chromosome with the most proximal at the bottom and the most distal marker on the top. The correspondence between color and r^2^ is shown in the insert.
(0.23 MB DOC)

Figure S2 Effect of familial structure on gene expression association. Panel (A) shows the inflation of false positives at a transcript represented by as the average log p values across all the markers (x-axis) and the correlation between a transcript and genetic relatedness (y-axis). Panel (B) shows this correspondence after correcting for genetic relatedness using a linear mixed model.
(4.23 MB DOC)

Figure S3 Power Analysis. Figures A–E show the power expected for various various genetic backgrounds. A is for no genetic background effect, B is for genetic background effect of 0.1, C is for genetic background effect of 0.2, D is for genetic background effect of 0.4, and E is for genetic background effect of 0.5. In each panel, the power is calculated for various p-value cutoffs (grey = 0.05, green = 0.01, orange = 0.001, blue = 0.0001, red = 1e-05, purple = 1e-06, black = 2.76e-05 which is equivalent to the Bonferroni correction). For each calculation, the minor allele frequency is assumed 0.3.
(0.08 MB DOC)

Figure S4 Validation of distant eQTL hotspots. In each of the figures A through D, the 110 mice were randomly split two groups (55 MF1 mice in each) and for each subset the number of distant eQTL counts were determined across the genome. The genome is represented as 1287 equally sized bins of 2 Mb. The gray line depicts the 0.05 genome wide significance for eQTL enrichment after Bonferroni correction (p-value of 3.9e-05).
(0.08 MB DOC)

Figure S5 Association results in MF1 data for 14 distal eQTLs co-localized in the BxH F2 intercross. The location of local eQTLs Pparg (grey), Cidec (red), and Bcl2l13 (black) is shown at the bottom of each figure.
(0.13 MB DOC)

Table S1 *Cis* and *trans* eQTL at 1%, 5%, 10%, and 25% FDR.
(1.17 MB XLS)

# Supplementary material for: High-Resolution Mapping of Gene Expression Using Association in an Outbred Mouse Stock
**Source:** PLoS Genet. 2008 Aug 8;4(8):e1000149. doi: 10.1371/journal.pgen.1000149
**Supplement:** Figure S1 — LD structure on Chromosome 2-20. The order of markers in each heat map follows the physical location of the marker along the chromosome with the most proximal at the bottom and the most distal marker on the top. The correspondence between color and r2 is shown in the insert. (0.23 MB DOC)

Supplemental Figure 1. LD structure on Chromosome 2-20. The order of markers in each heat map follows the physical location of the marker along the chromosome with the most proximal at the bottom and the most distal marker on the top. The correspondence between color and r2 is shown in the insert.

Chromosome 2

Chromosome 3

Chromosome 4

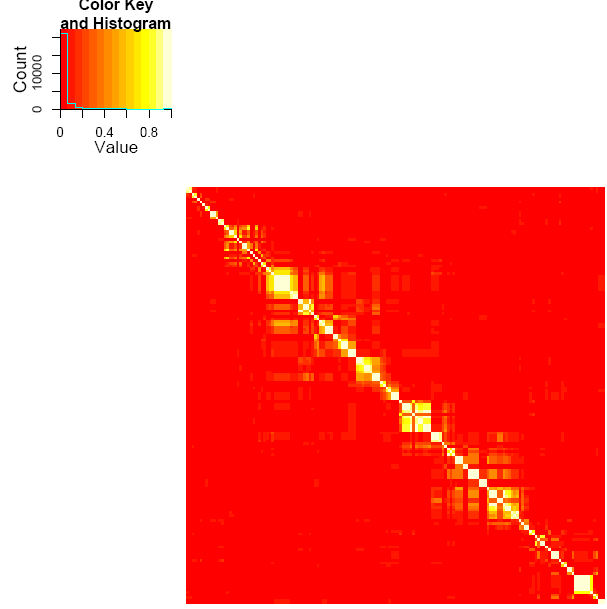

Chromosome 5

Chromosome 6

Chromosome 7

Chromosome 8

Chromosome 9

Chromosome 10

Chromosome 11

Chromosome 12

Chromosome 13

Chromosome 14

Chromosome 15

Chromosome 16

Chromosome 17

Chromosome 18

Chromosome 19

Chromosome X

# Supplementary material for: High-Resolution Mapping of Gene Expression Using Association in an Outbred Mouse Stock
**Source:** PLoS Genet. 2008 Aug 8;4(8):e1000149. doi: 10.1371/journal.pgen.1000149

Supplemental Figure 2. Effect of familial structure on gene expression association. Panel (A) shows the inflation of false positives at a transcript represented by as the average log p values across all the markers (x-axis) and the correlation between a transcript and genetic relatedness (y-axis). Panel (B) shows this correspondence after correcting for genetic relatedness using a linear mixed model.

A)

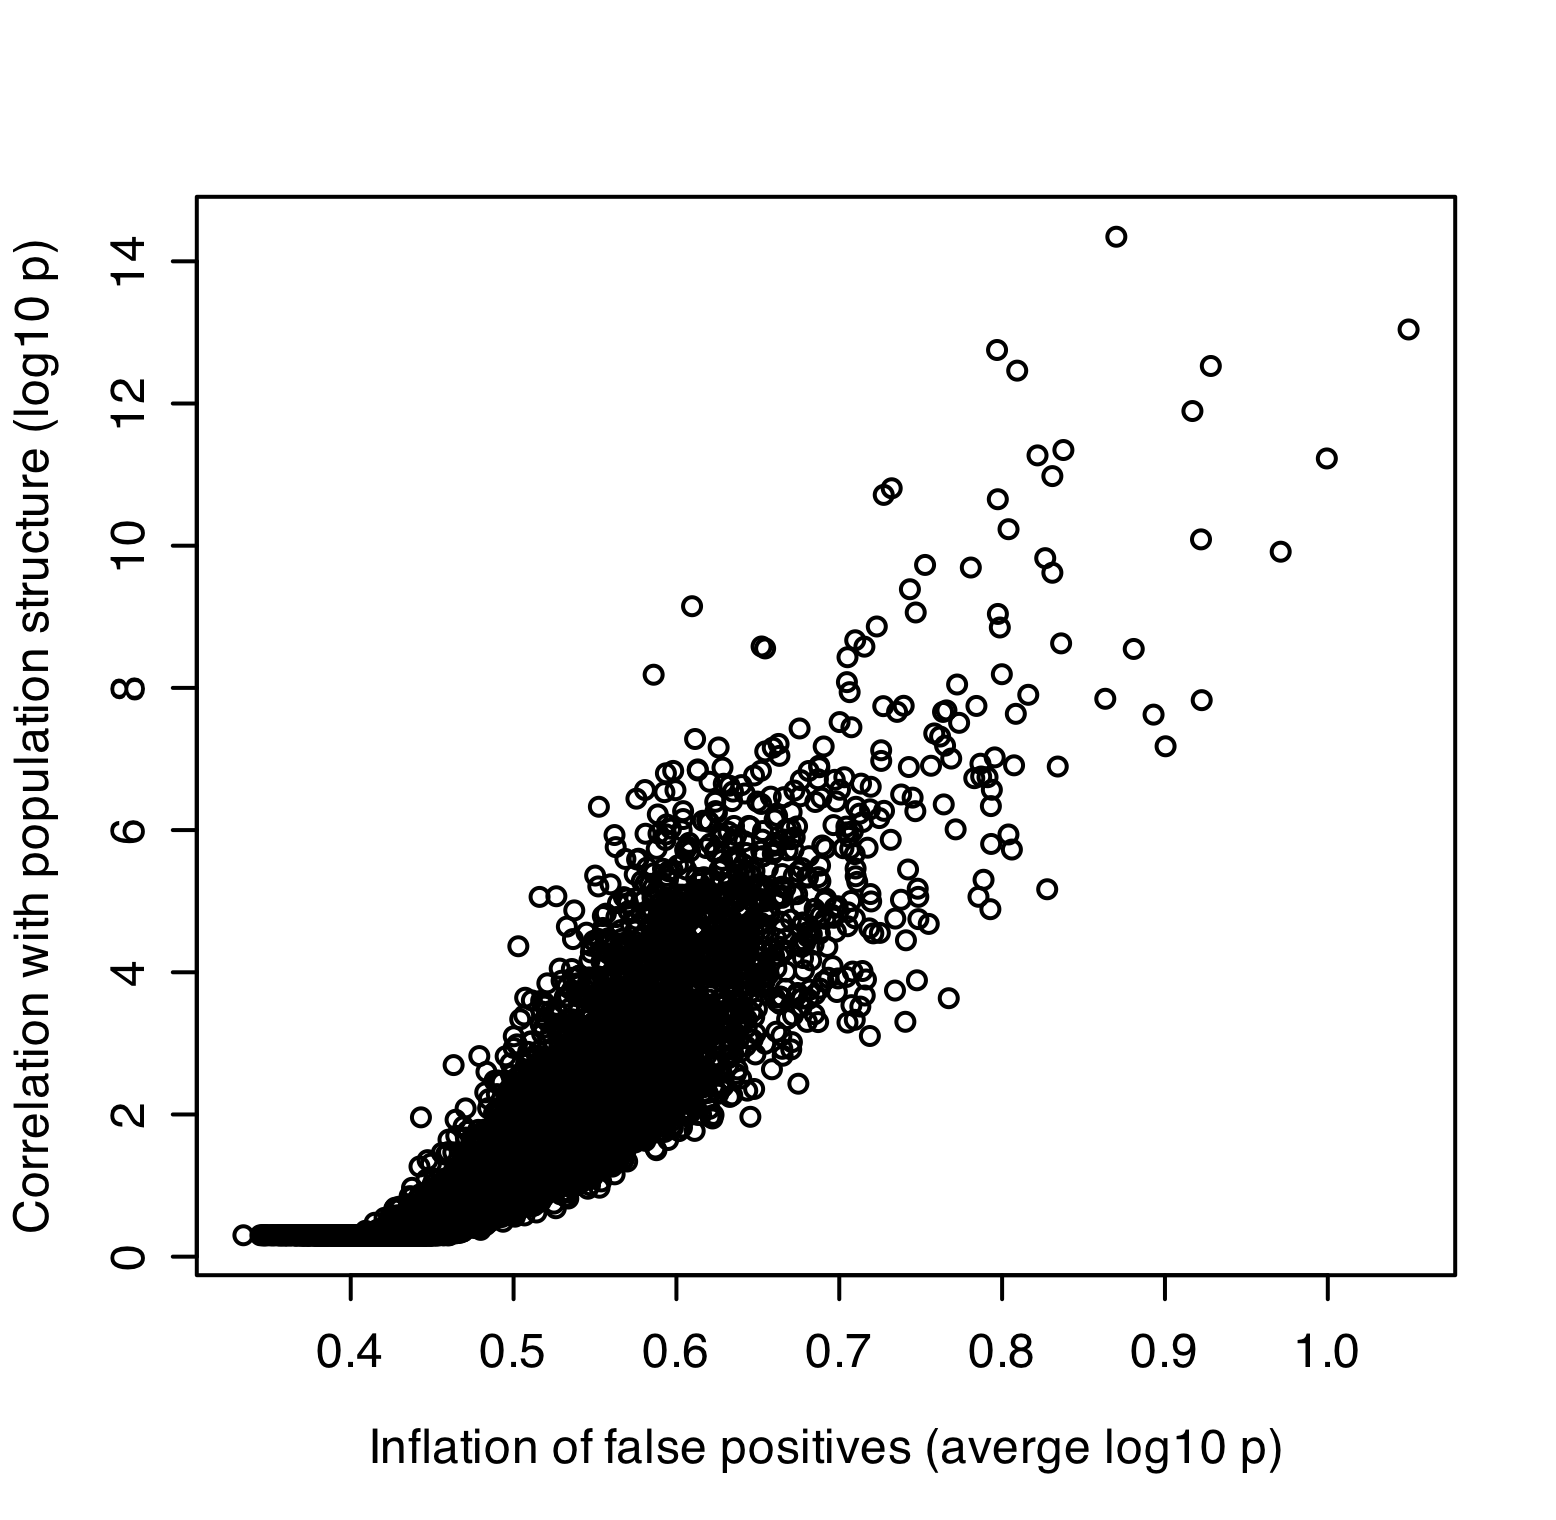

B)

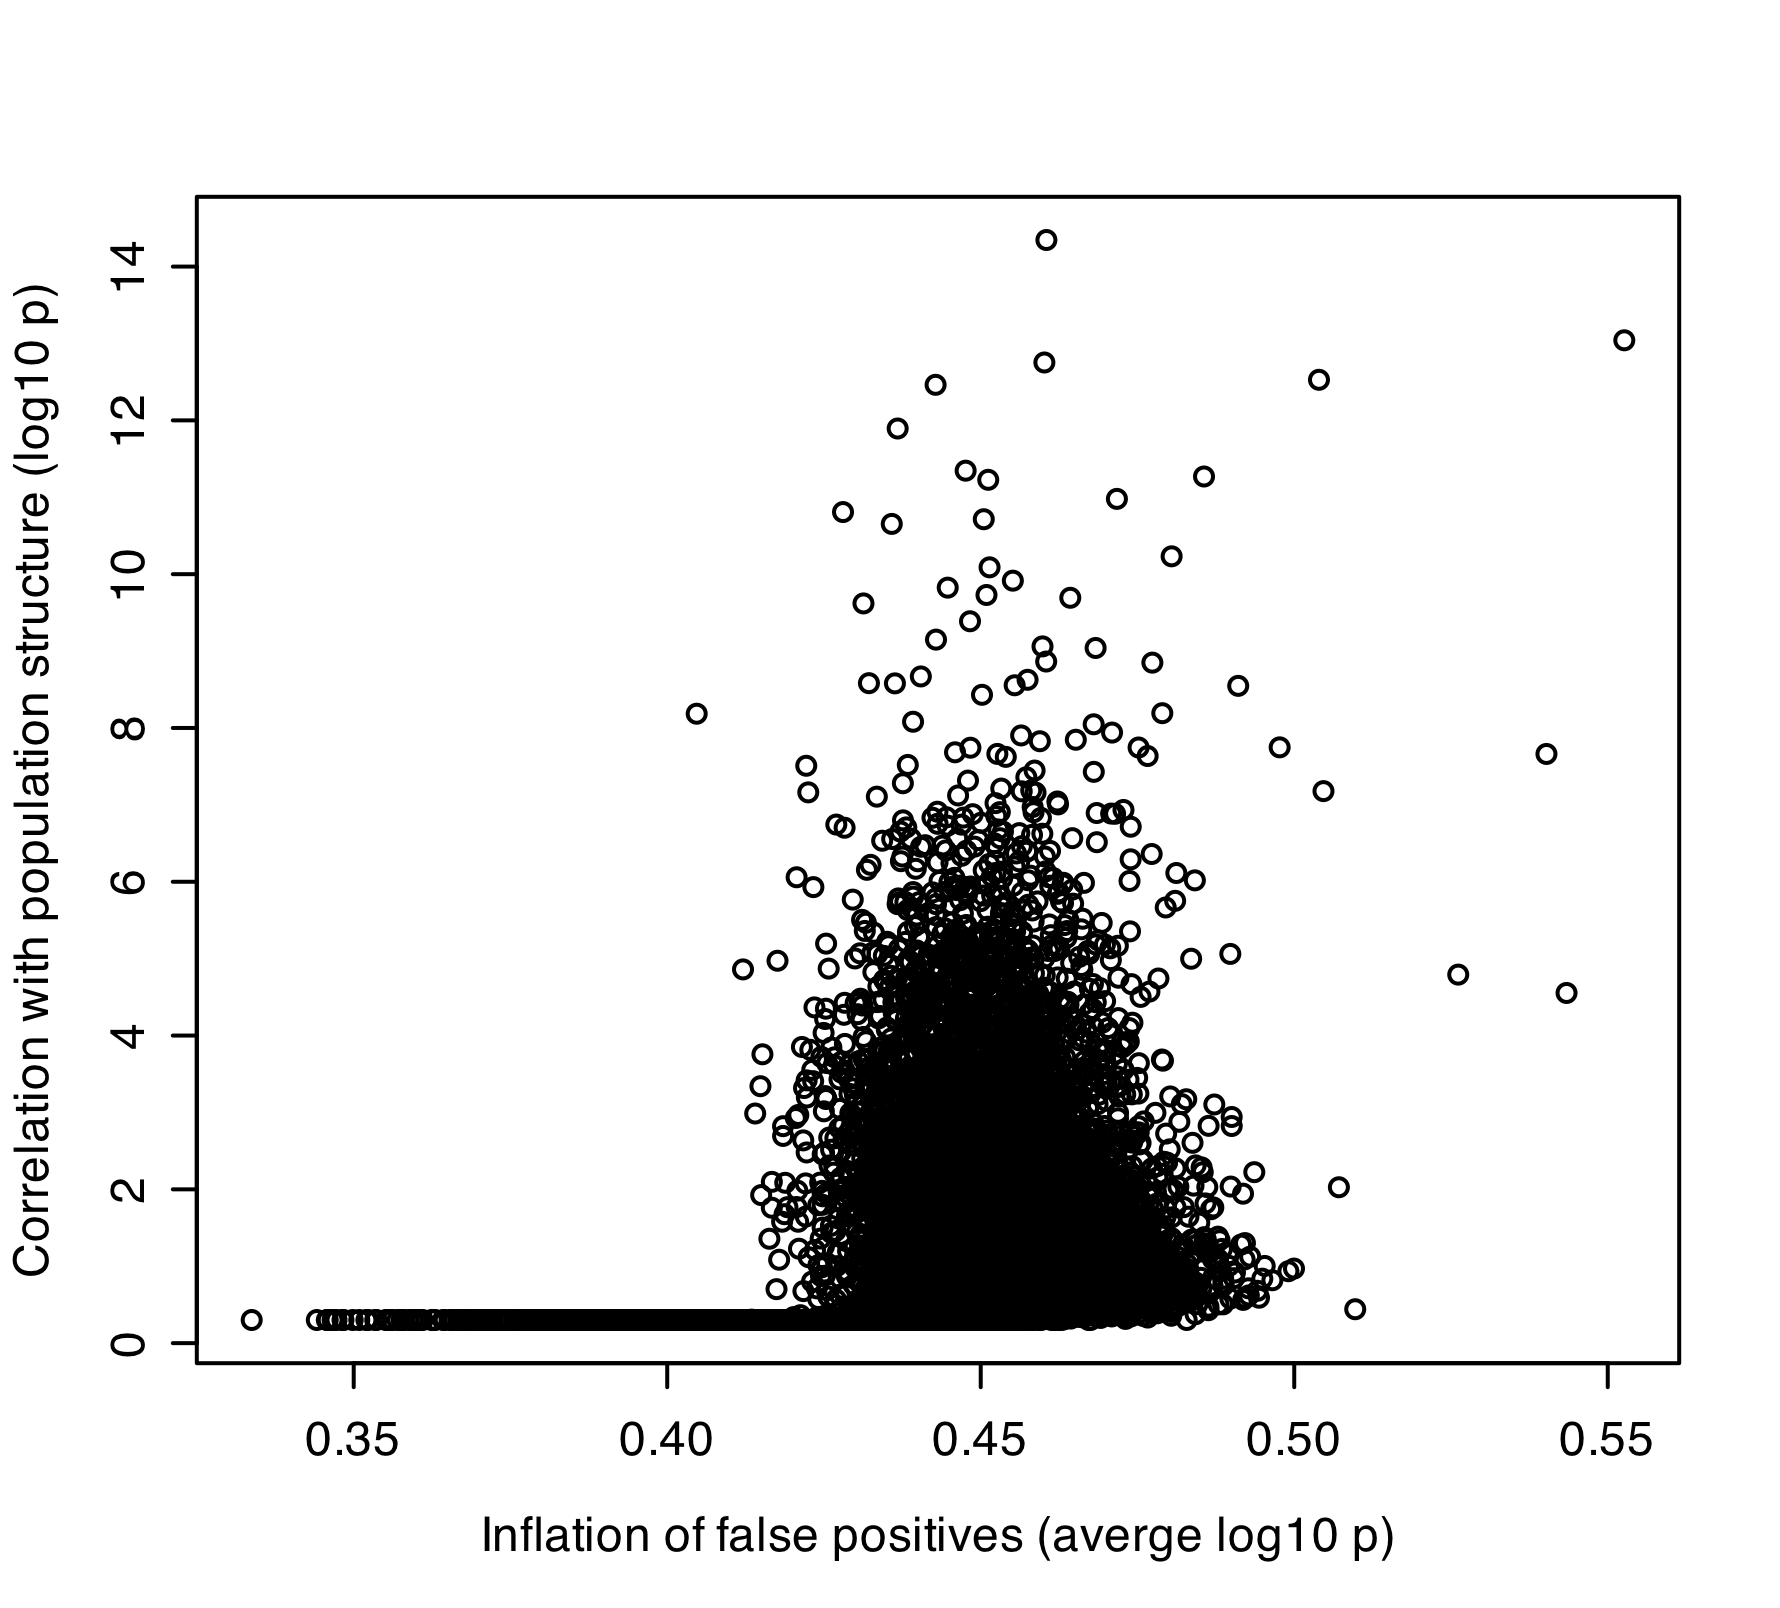

**Supplement:** Figure S2 — Effect of familial structure on gene expression association. Panel (A) shows the inflation of false positives at a transcript represented by as the average log p values across all the markers (x-axis) and the correlation between a transcript and genetic relatedness (y-axis). Panel (B) shows this correspondence after correcting for genetic relatedness using a linear mixed model. (4.23 MB DOC)

# Supplementary material for: High-Resolution Mapping of Gene Expression Using Association in an Outbred Mouse Stock
**Source:** PLoS Genet. 2008 Aug 8;4(8):e1000149. doi: 10.1371/journal.pgen.1000149

Supplemental Figure 3. Power Analysis. Figures A-E show the power expected for various various genetic backgrounds. A is for no genetic background effect, B is for genetic background effect of 0.1, C is for genetic background effect of 0.2, D is for genetic background effect of 0.4, and E is for genetic background effect of 0.5. In each panel, the power is calculated for various p-value cutoffs (grey=0.05, green=0.01, orange=0.001, blue=0.0001, red=1e-05, purple=1e-06, black=2.76e-05 which is equivalent to the Bonferroni correction). For each calculation, the minor allele frequency is assumed 0.3.

A)

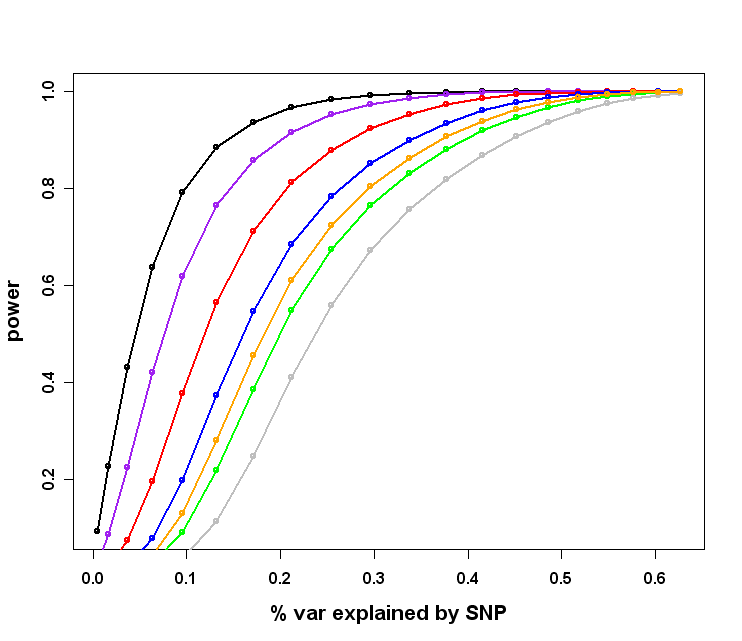

B)

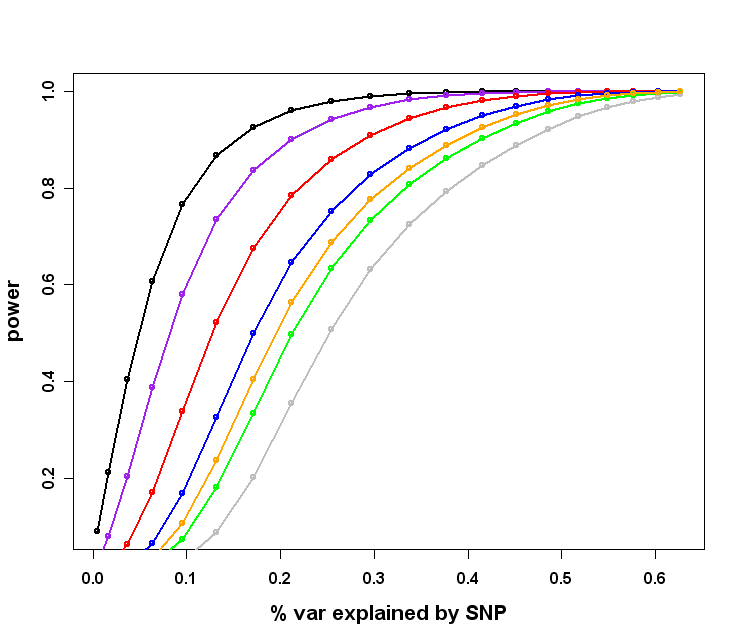

C)

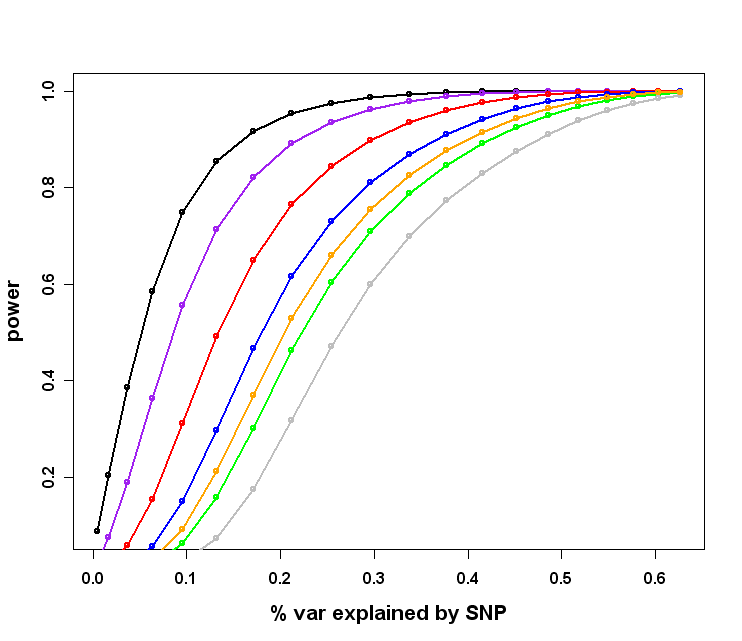

D)

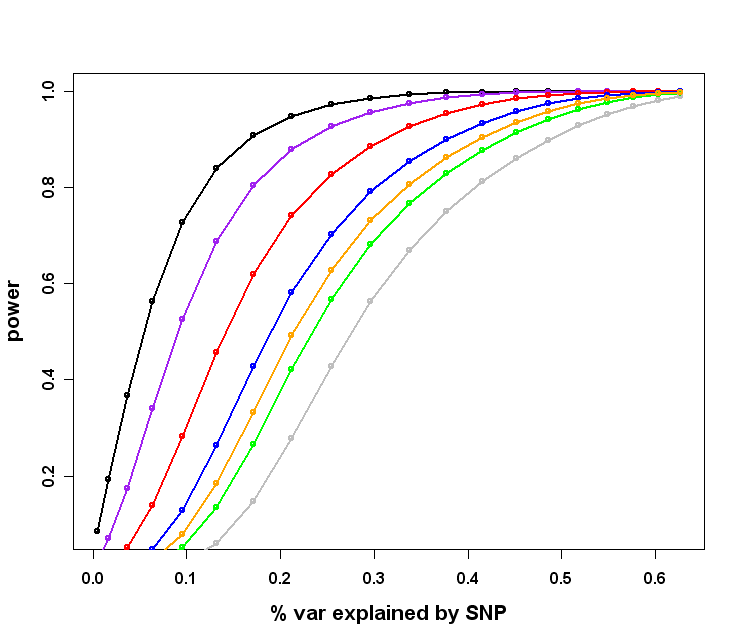

E)

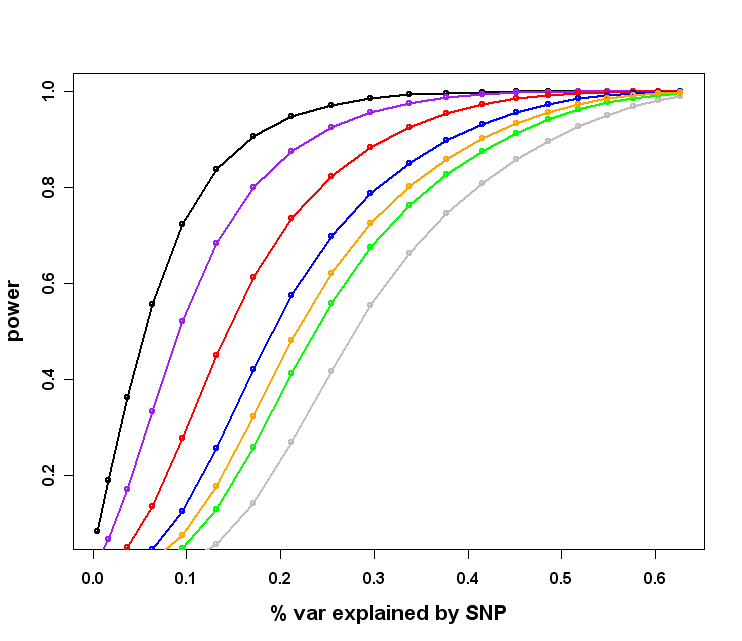

**Supplement:** Figure S3 — Power Analysis. Figures A–E show the power expected for various various genetic backgrounds. A is for no genetic background effect, B is for genetic background effect of 0.1, C is for genetic background effect of 0.2, D is for genetic background effect of 0.4, and E is for genetic background effect of 0.5. In each panel, the power is calculated for various p-value cutoffs (grey = 0.05, green = 0.01, orange = 0.001, blue = 0.0001, red = 1e-05, purple = 1e-06, black = 2.76e-05 which is equivalent to the Bonferroni correction). For each calculation, the minor allele frequency is assumed 0.3. (0.08 MB DOC)

# Supplementary material for: High-Resolution Mapping of Gene Expression Using Association in an Outbred Mouse Stock
**Source:** PLoS Genet. 2008 Aug 8;4(8):e1000149. doi: 10.1371/journal.pgen.1000149

Supplemental Figure 4. Validation of distant eQTL hotspots. In each of the figures A through D, the 110 mice were randomly split two groups (55 MF1 mice in each) and for each subset the number of distant eQTL counts were determined across the genome. The genome is represented as 1287 equally sized bins of 2 Mb. The gray line depicts the 0.05 genome wide significance for eQTL enrichment after Bonferroni correction (p-value of 3.9e-05).

A)

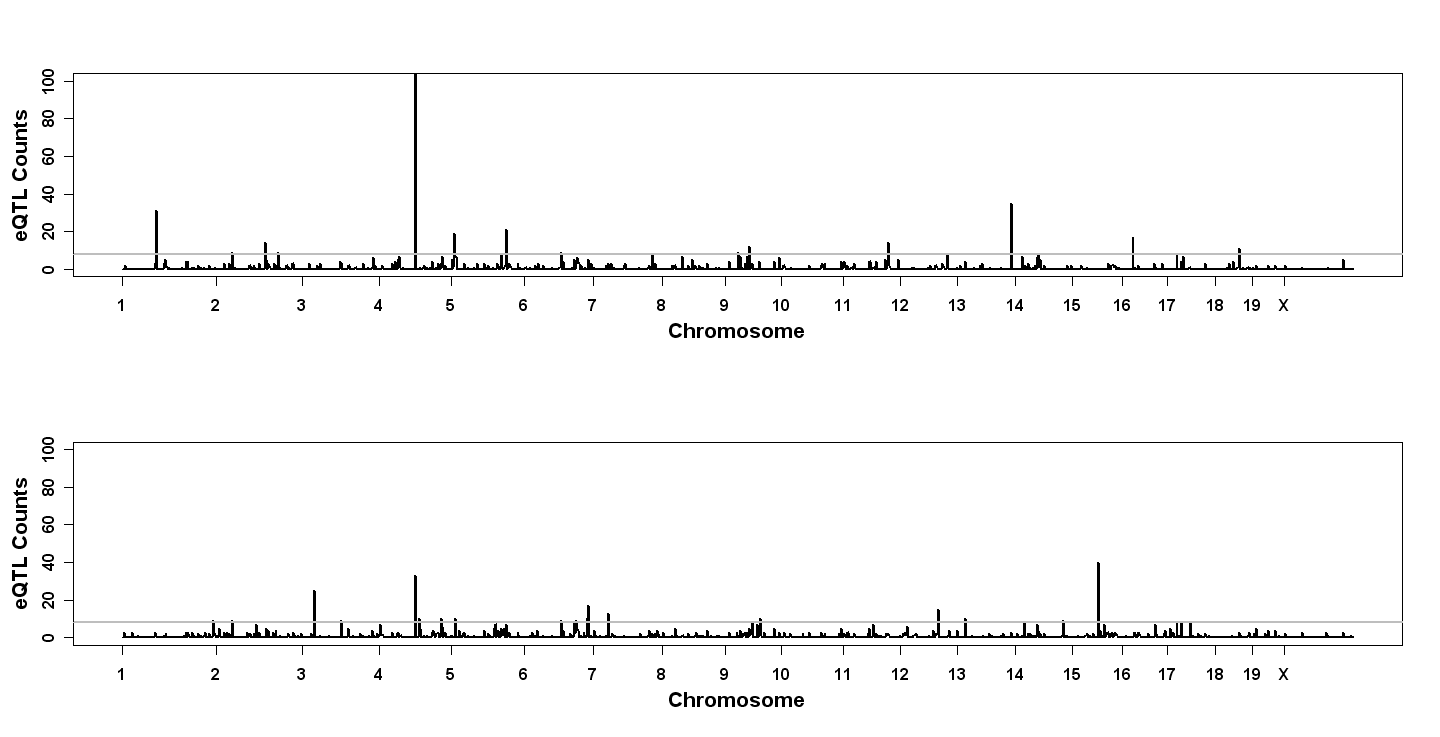

B)

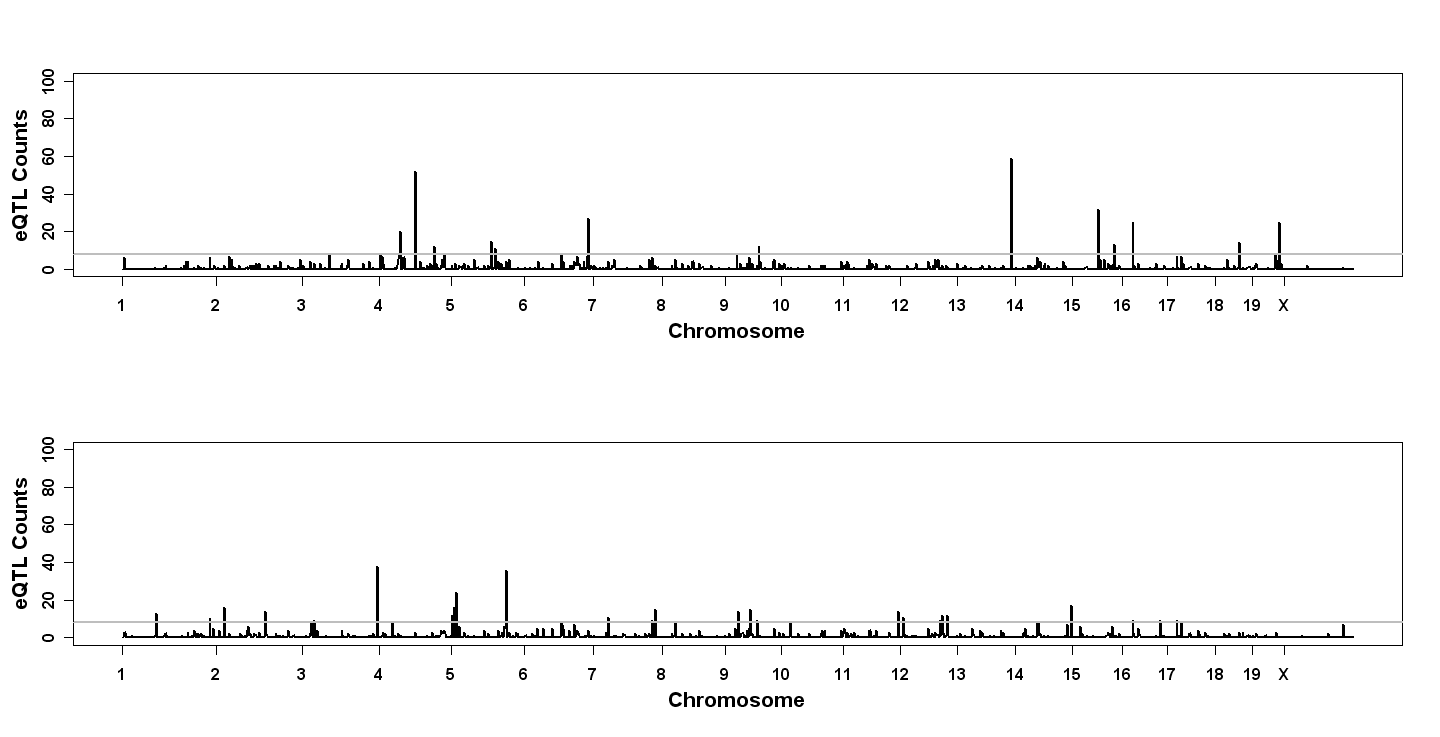

C)

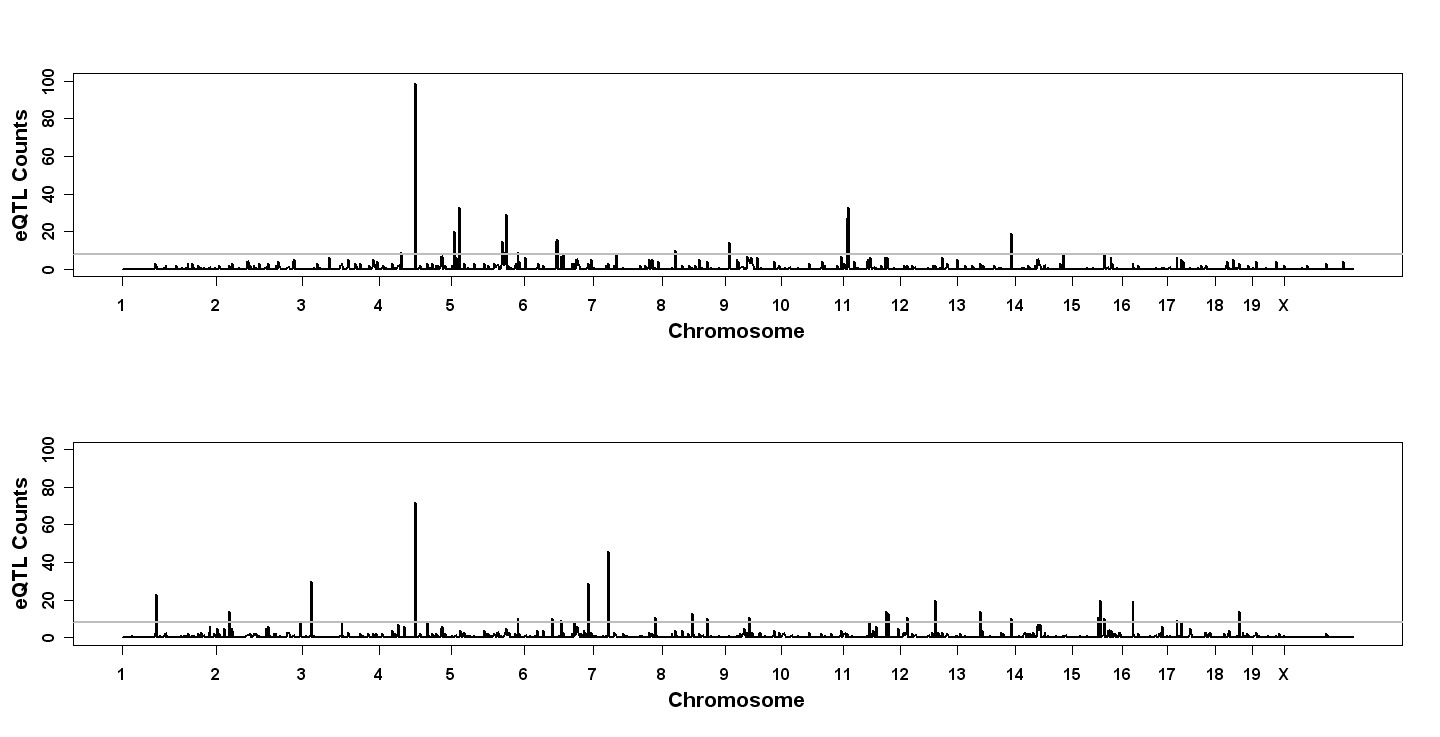

D)

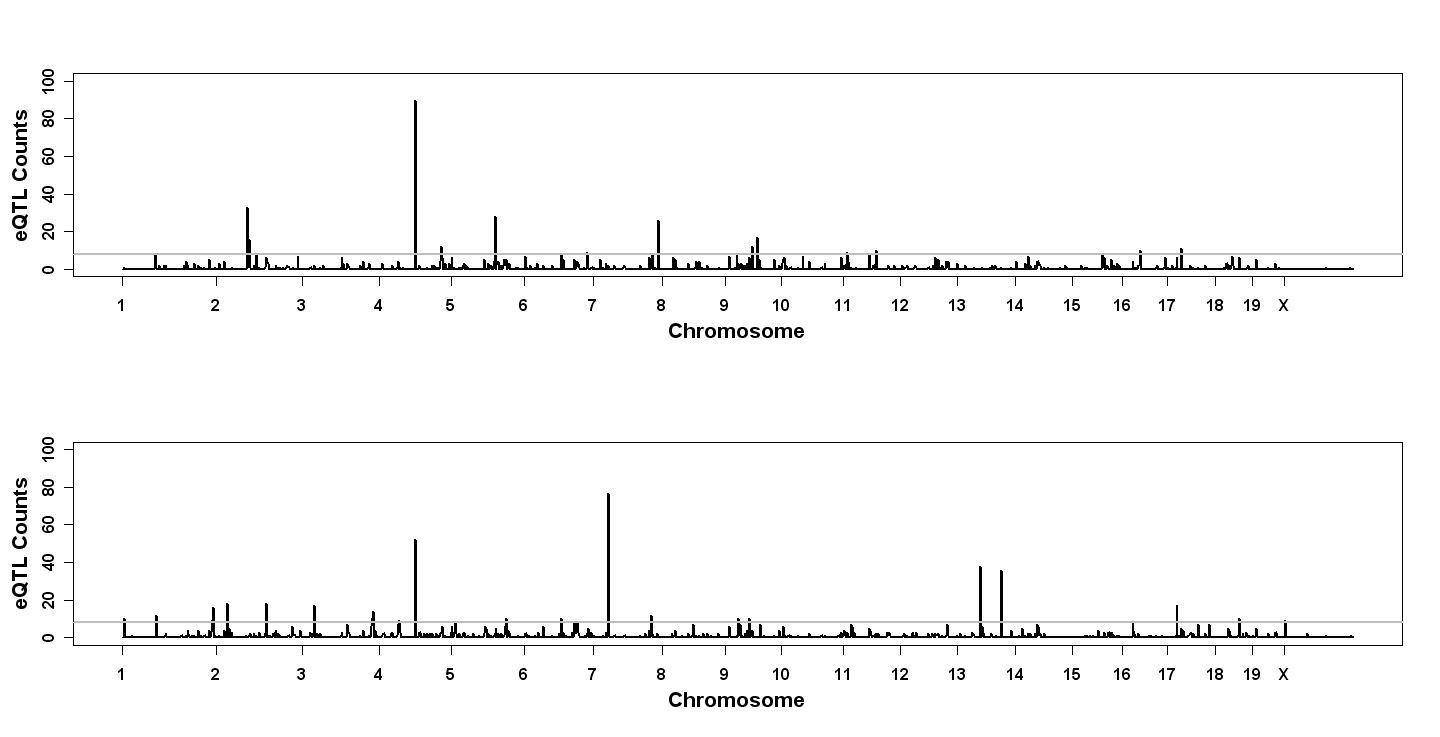

**Supplement:** Figure S4 — Validation of distant eQTL hotspots. In each of the figures A through D, the 110 mice were randomly split two groups (55 MF1 mice in each) and for each subset the number of distant eQTL counts were determined across the genome. The genome is represented as 1287 equally sized bins of 2 Mb. The gray line depicts the 0.05 genome wide significance for eQTL enrichment after Bonferroni correction (p-value of 3.9e-05). (0.08 MB DOC)

# Supplementary material for: High-Resolution Mapping of Gene Expression Using Association in an Outbred Mouse Stock
**Source:** PLoS Genet. 2008 Aug 8;4(8):e1000149. doi: 10.1371/journal.pgen.1000149

Supplemental Figure 5. Association results in MF1 data for 14 distal eQTLs co-localized in the BxH F2 intercross. The location of local eQTLs Pparg (grey), Cidec (red), and Bcl2l13 (black) is shown at the bottom of each figure.

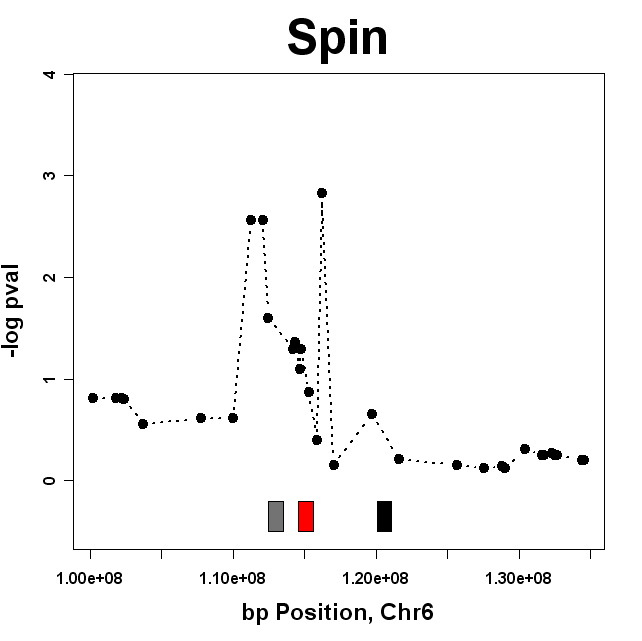

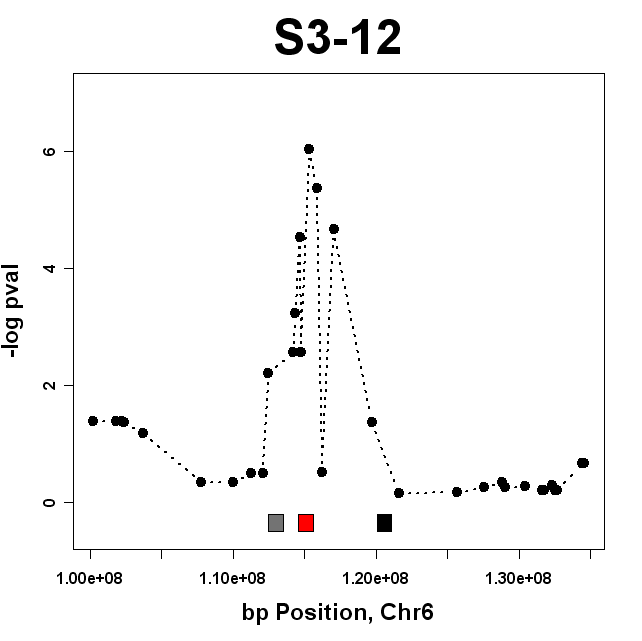

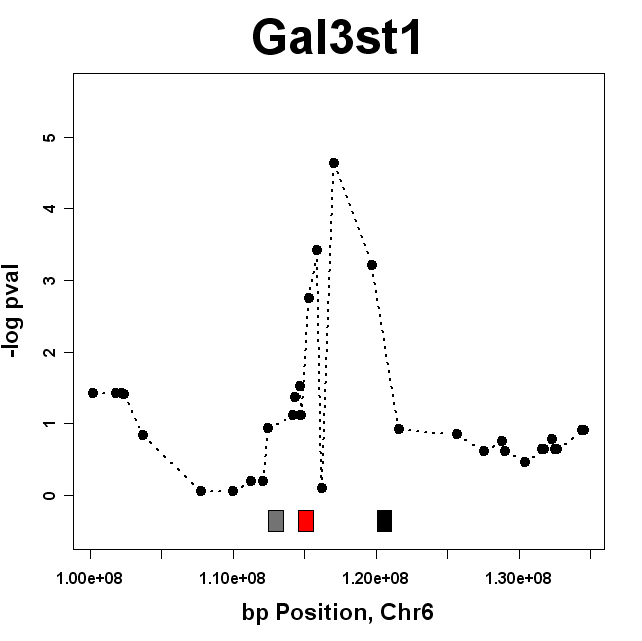

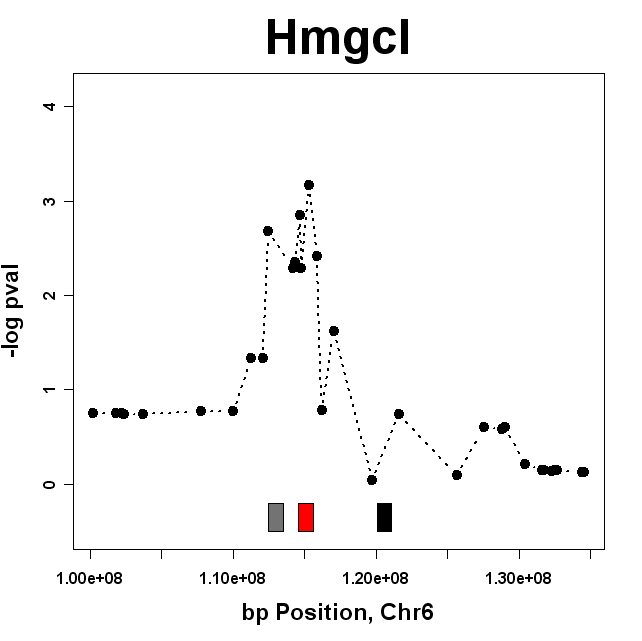

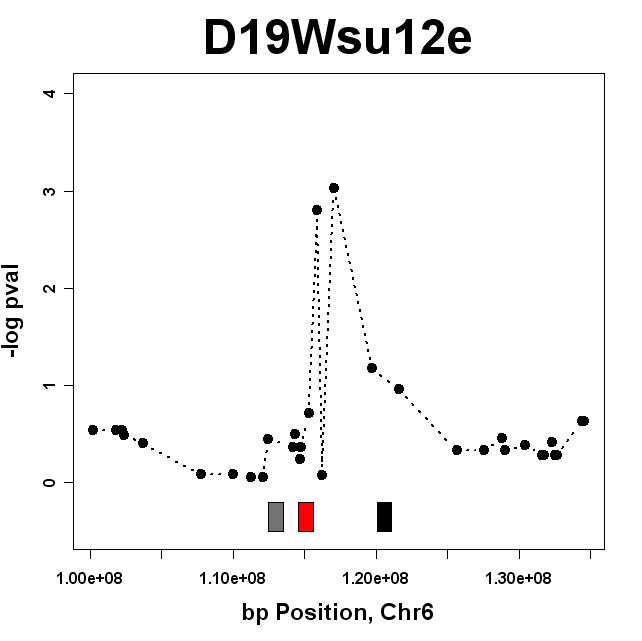

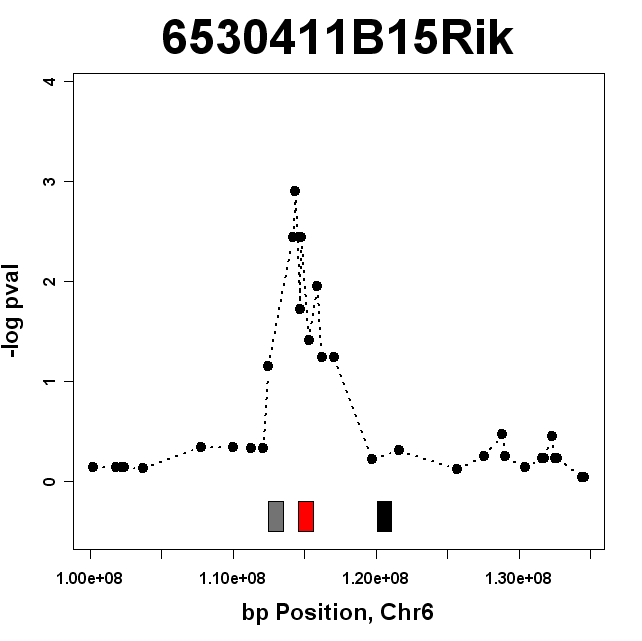

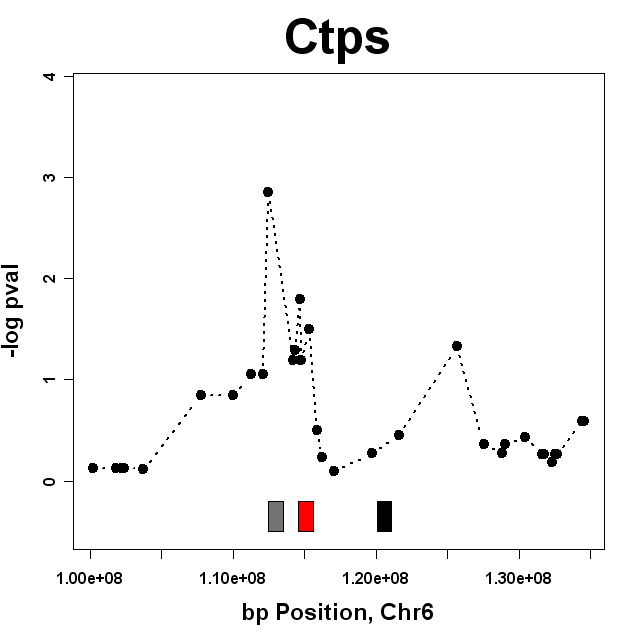

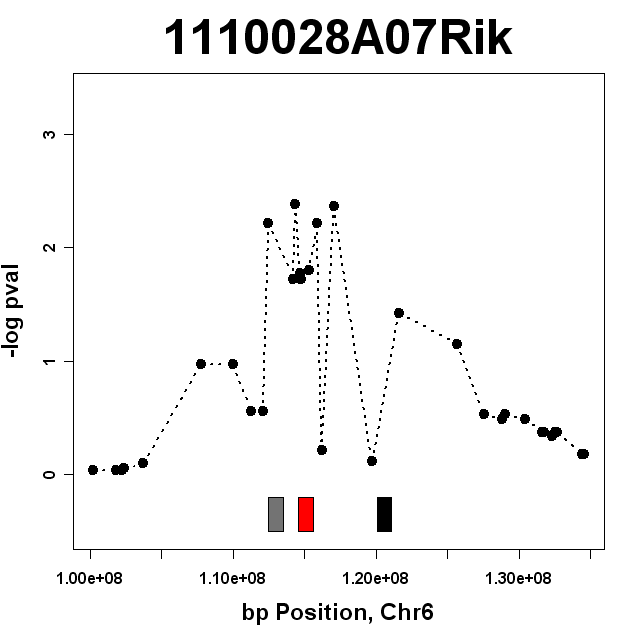

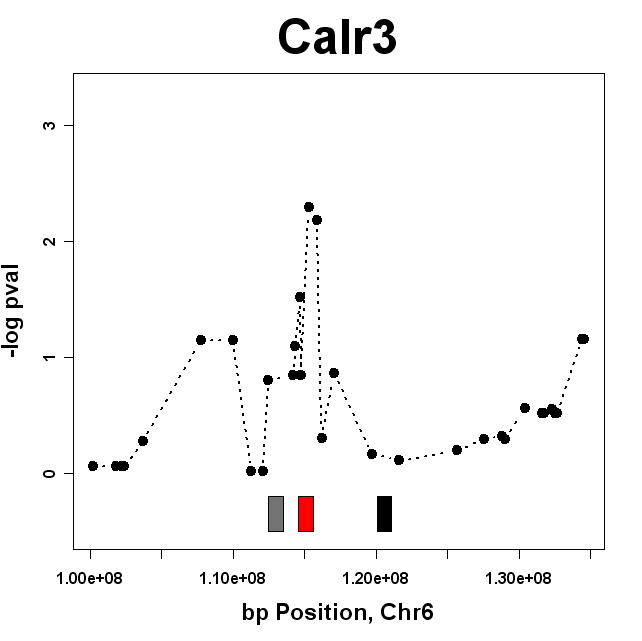

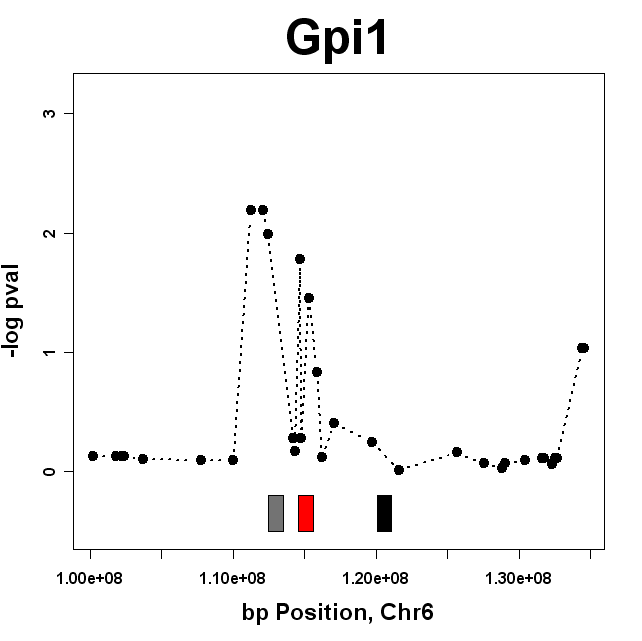

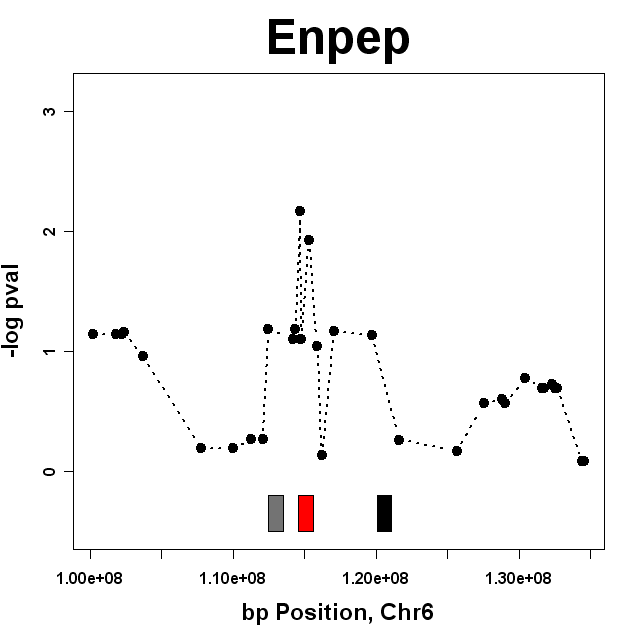

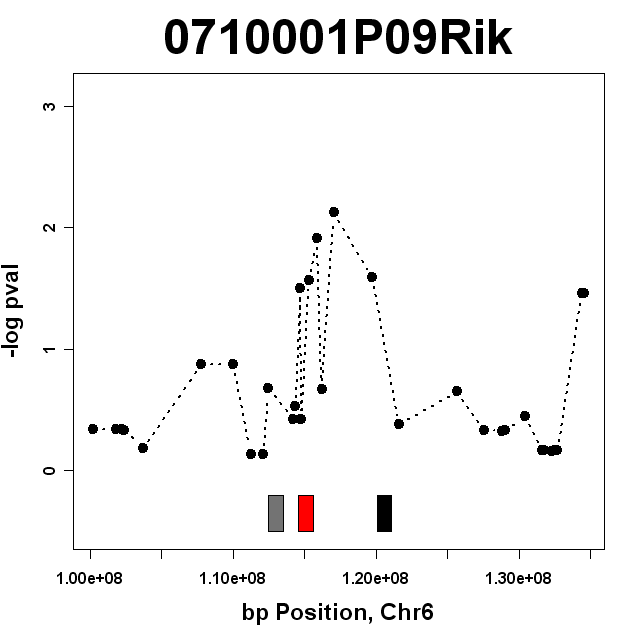

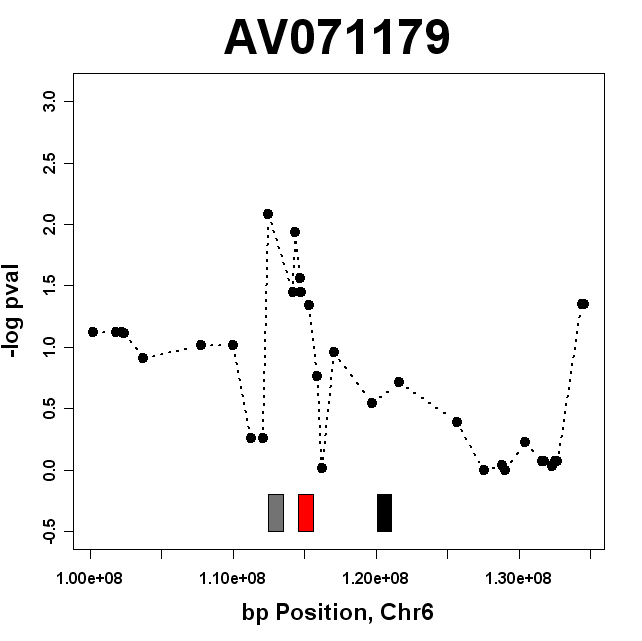

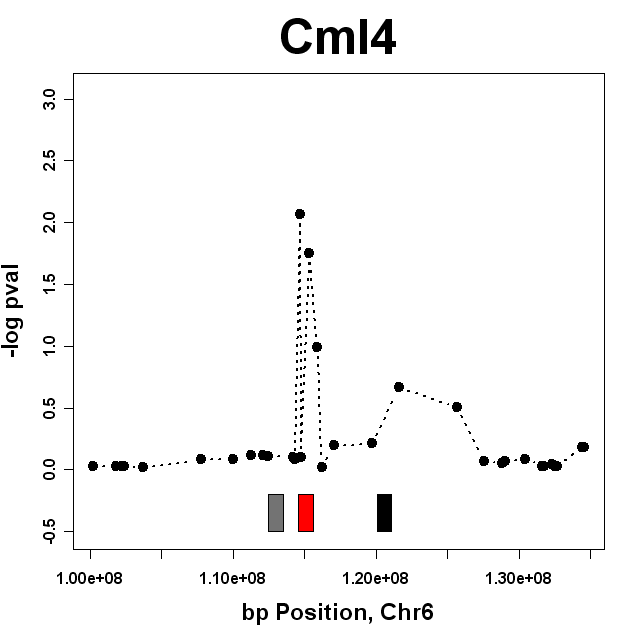

**Supplement:** Figure S5 — Association results in MF1 data for 14 distal eQTLs co-localized in the BxH F2 intercross. The location of local eQTLs Pparg (grey), Cidec (red), and Bcl2l13 (black) is shown at the bottom of each figure. (0.13 MB DOC)

How the deposited data were processed for this re-analysis (not part of the article)

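Liver transcript levels of 110 female MF1 mice, all of one condition, were analysed from the authors' deposited files. Each array file holds the probe intensity, the bead standard deviation, the number of beads and the detection value of 1 array, which the authors made with BeadStudio (version 1.5.1.3 in the submitters' processing notes) without normalization or background subtraction. The detection value is a fraction from 0 to 1 that the authors define as 1 minus the probability of a signal from nonspecific hybridization, and it was used as deposited. The deposited series table holds the intensity values that the authors normalized by the rank invariant method, on a linear scale and with negative values. The authors log2 transformed these values for their own analysis, so the log2 values used here were computed from the deposited intensities. The depth of an array corresponds to its beads, with a median of 39 per probe, and the number of arrays limits the precision. Every column of values was mapped to its mouse, so 0 columns were left out.

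Values below 10 were set to 10 and log2 was taken. Probes with a detection value of 0.95 or more in at least 99 mice, 7631 in number, entered the tests. Genes with a local or distant eQTL, the positions of markers and the hotspot lists come from the complete sheets of Table S1 at 1% and 10% FDR. The sheets at 5% and 25% FDR are held here only in part and were not used. Probes were named through Table S1 (1735 probes, 1659 symbols) and through accessions written out in the probe IDs and matched to a RefSeq gene table of GRCm38.p6, another build than the paper's, from which no coordinate was taken (9 probes). Of the detected probes, 1161 have a name. Genes outside those were left out of gene lists, so the lists are small and consist almost wholly of eQTL genes that the study chose.

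The genes named in the text were drawn from a rule written before the data were examined, when the paper's eQTL tables had been seen, and not every gene it admits is named. It admits every gene of the paper's tables, figures and hotspot candidates, the 10 probes with the largest slopes in each direction for Pparg, Cidec and Bcl2l13, up to 4 members per gene list by slope or spread, the 5 hotspot members closest to a candidate, and the 10 probes of largest spread in each class. Where a probe in these groups has no name it is counted and not named. A probe whose ID and symbol in Table S1 point to different genes is not reported.

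Spread and coherence of a list were set against 10000 random lists of the same size drawn from detected probes in 20 bins of mean signal. Mixtures of 1 to 3 normal components of equal variance were fitted with mclust 6.1.1, and a probe counted as multimodal when the BIC of 2 or 3 components exceeded that of 1 by more than 10. Correlations have two-sided permutation p-values from 100000 resamples, differences between lists and between numbered mice 10000 relabellings, and the similarity of mice 1000 permutations. Benjamini-Hochberg adjustment was applied within each family, with a threshold of 0.05. All detected probes were regressed on the standardized level of Pparg, Cidec or Bcl2l13 with limma 3.58.1 (lmFit and eBayes, 110 mice, no covariate) in R 4.3.3, and 23 gene lists fixed before the data were examined were tested with camera, at a preset correlation of 0.01 and at an estimated one, and with fry. Lists with at least 3 named and detected probes were tested, a limit set after the files were seen, which left 7. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

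The programs were tested on simulated data. Of 200 slopes of 0.5 SD planted among 7631 probes, limma found 98% and called 11 probes that were not planted. A planted list of 20 coherent probes reached percentile 100, and 0 of 40 random lists reached the percentile counted as high. The simulated mice and probes were independent apart from what was planted, without BeadChip effects, relatedness or co-expression. These rates therefore need not hold for the real data. Of 200 simulated probes each, the mixture test found 9 with 3 classes 3 SD apart, 200 with 3 classes 5 SD apart, 62 with 2 classes 3 SD apart and 198 with 2 classes 4 SD apart. It found 0 with 1 normal class and 194 with 1 skewed class, so a probe it calls can be skewed rather than mixed.

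The alternatives were quantile normalization of the log2 values, log2(value + 50) without a floor, a detection value of 0.99, probes detected in every mouse, leaving out probes below the threshold in 11 or more mice, removal of 1 or 5 principal components, leaving out the 5 arrays with the fewest detected probes, BeadChip as a block, ranks in place of values, the median absolute deviation in place of the SD and a BIC difference of 20. Probes detected in at least 7 mice, removal of the number of detected probes of each array, and quantile normalization of the unnormalized intensities were added after seeing the data. Genotypes, the BxH cross and the association tests were not analysed here, and Calr3, Gpi1 and Ctps, which have no named probe, get no value. Some results are not reported here, though their relations stayed in the family over which p-values were adjusted.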

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

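The tests with probes detected in at least 7 mice, with the number of detected probes of each array removed and with the unnormalized signal quantile normalized were chosen after the results were seen. Over the reported results and all alternatives, 281 values kept their direction and their side of the threshold, 17 became weaker, 12 became stronger, 18 reversed and 11 counts moved by more than 1.5 times, and the cause was not tested except where stated. No paired analysis was possible because all mice form one condition. With the first principal component removed, the percentile of the Chromosome 7 hotspot list was 97.2, those of the candidates Mtap 60.8, Cebpa 52.5, Lisch7 50.1, Pep4 99.7, 2610507L03Rik 78.5 and D7Rp2e 20.2, the difference between lost and kept eQTL -0.0307 (which passed), and the counts of probes related to Bcl2l13 and Cidec 561 and 827. With 5 components removed, the percentiles were Hgd 91.0, Cebpa 72.7, Lisch7 80.4, Pep4 99.7, 2610507L03Rik 78.0, D7Rp2e 34.7 and Rhpn2 31.8. Under the same setting r was 0.232 for Pparg with Bcl2l13 (which passed), the lost and kept difference -0.00462, the multimodal share of distant probes 7.59%, and the counts for Bcl2l13 and Pparg 91 and 825. With BeadChip as a block, the percentiles were Cebpa 89.4, Lisch7 56.0, 2610507L03Rik 72.1, D7Rp2e 22.5 and Rhpn2 32.1, the lost and kept difference -0.0361 (which passed), and the counts for Bcl2l13 and Cidec 425 and 962. The excess similarity of mice with close numbers turned to -0.113 there, because centring each BeadChip lowers the similarity of the mice that share it. With the number of detected probes removed, the percentiles were Lisch7 91.2, 2610507L03Rik 79.6, D7Rp2e 88.6 and Rhpn2 48.0, and the counts for Bcl2l13 and Pparg 1232 and 971. With ranks, Mtap stood at 75.7, and the correlations were 0.200 for S3-12 with Bcl2l13, 0.249 for Pbx2 with 2610020N02Rik and -0.0174 for 2610020N02Rik with D4Ertd432e. With quantile normalization, r was 0.332 for Pbx2 with 2610020N02Rik, 0.238 for Pbx2 with D4Ertd432e and 0.191 for 2610020N02Rik with D4Ertd432e, so that all 3 passed by r. By rho the first alone passed there (adjusted p = 0.00081, 0.0598 and 0.256 in the same order). From the unnormalized signal, r was 0.395 for Pbx2 with 2610020N02Rik and 0.217 for Pbx2 with D4Ertd432e, which both passed, and the multimodal share of distant probes was 8.25%. With log2(value + 50), r of Pbx2 with 2610020N02Rik was 0.297, which passed, and that share 8.91%. With probes detected in every mouse, the share was 7.87%, D7Rp2e stood at percentile 94.3 and the lost and kept difference was 0.0598, which passed. With probes detected in at least 7 mice, Mtap stood at 77.0, the difference was 0.0331, which passed, the counts for Bcl2l13 and Pparg were 4419 and 3131, and 12345 probes counted as detected, more because the filter keeps more probes. Without the 5 arrays with the fewest detected probes, D7Rp2e stood at 94.7. Relations of a pair have no value under a filter that drops one of its probes, and the relations of Calr3, Gpi1 and Ctps have none under any setting. Signal over background limits Pbx2, D4Ertd432e, Frzb and most genes of the Chromosome 4 hotspot, which are at background in part of the mice.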

Differences from the paper's values

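The tests of detection in at least 5, 7, 8, 10 and 50 mice and the split of the Chromosome 16 bin by marker were chosen after the values were seen. The paper's number of distant eQTL in the Chromosome 16 hotspot is 15, and the 10% FDR sheet of Table S1 lists 27 in the bin from 26 to 28 Mb. They split into 15 at marker rs4165602 and 12 at marker rs4166422, so the paper's number is reached at the first marker alone. The count is taken from the table and none of the processing alternatives applies to it. For Chromosomes 1, 4 and 7, counts of 18, 56 and 25 entries stand beside the paper's 17, 55 and 25. Counted once per gene symbol, they are 17, 55 and 25, the paper's numbers.

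The paper's number of probes used is 10013, after its filter on genomic location and SNPs had left out 2160, which together make 12173 probes past its detection filter. The stated detection rule gave 7631 probes here, so that the paper's number is 1.60 times as high. The alternatives set before the data were examined lie beyond 1.5 times as well, with 7582 probes when those below the threshold in 11 or more mice were left out, 6732 with a detection value of 0.99 and 6389 with detection in every mouse. The paper describes the associations as made on probes that pass its filter, whereas 456 of the 1138 probes of the 10% FDR sheet do not pass the rule as read here. Among settings chosen after seeing the values, detection in at least 8 mice gave 12171 probes, the closest to the paper's number, and drops 2 of the paper's listed probes. Detection in at least 7 mice gave 12345 and drops 0. Detection in at least 5, 10 and 50 mice gave 12785, 11917 and 9412 probes and drops 0, 15 and 250.

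The paper lists Mtap as the local eQTL of the Chromosome 4 hotspot. In Table S1 its peak marker stands at 88422960, outside the bin from 78 to 80 Mb, and the level of Mtap ranked 232 of 379 local eQTL probes by its mean absolute correlation with the 13 detected genes of the bin (percentile 38.9, 2 of 13 passing). Of the alternatives set before the data were examined, Mtap stood above the median of the local eQTL probes with ranks (percentile 75.7, 5 of 13 passing) and with the first principal component removed (percentile 60.8, 1 of 13 passing). Over all 55 genes of the bin, with detection in at least 7 mice, a filter chosen after seeing the values, it stood at percentile 77.0 with 34 of 55 passing, and with the number of detected probes removed, also chosen then, at percentile 6.35 with 0 of 13 passing. The positions listed for Hgd, Cebpa, Lisch7, Pep4, 2610507L03Rik, D7Rp2e and Rhpn2 have their peak markers inside the bins of Chromosomes 16 and 7.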

Other observations

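The tests of the Chromosome 4 list against the number of detected probes and against BeadChip, the correlation of the first principal component with mouse number, the removal of the number of detected probes from the similarity of mice, the shuffling schemes behind the p-values for mouse numbers, and the limit of 3 members for a gene list were chosen after the result or the files were seen.

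Genes of several lists were lower or higher in mice with more Pparg, although no list passed with Pparg by camera at an estimated correlation. Over all 7630 detected probes tested with Pparg, 873 rose and 1147 fell. Of 9 probes of xenobiotic metabolism, 5 fell in mice with more Pparg (6 when adjusted over the list alone) and 0 rose, with camera's adjusted p = 0.00688 at the preset correlation and adjusted p = 0.119 with an estimated correlation. Beside Cyp2c54, they were Cyp1a2 (slope -0.25 per SD of Pparg, standard error 0.07, limma's adjusted p = 0.00586, and -0.22 with BeadChip as a block), Cyp3a13 (-0.10, standard error 0.03, adjusted p = 0.0210, and -0.08 with the block, adjusted p = 0.0933) and both probes of Nr1i3, the xenobiotic receptor CAR (-0.18 and -0.13, standard errors 0.04 and 0.03). Por, the reductase that serves the cytochromes P450, had -0.14 (standard error 0.05, adjusted p = 0.0542) and passed with the block (-0.19, adjusted p = 0.00706). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, also fell (-0.22, standard error 0.04, adjusted p = 7.89e-05, and -0.26 with the block), as did Abcb11, the bile salt pump (-0.09, standard error 0.03, adjusted p = 0.0329, and -0.04 with the block, adjusted p = 0.393), 2 of 4 probes of bile acid synthesis and transport (2 when adjusted over the list alone). That list had camera's adjusted p = 0.179 at the preset correlation and adjusted p = 0.249 with an estimated correlation. Markers of other cell types did not move as one in the same mice. Xlkd1 and Tek, 2 of 3 endothelial probes (3 when adjusted over the list alone), had slopes of 0.37 and 0.13 (standard errors 0.09 and 0.03), with camera's adjusted p = 0.0214 at the preset correlation and adjusted p = 0.0859 with an estimated correlation, and Tek had an adjusted p of 0.0532 with the block. The cholangiocyte markers Spp1 and Sox9 had slopes of 0.35 and 0.24 (standard errors 0.07 and 0.06, adjusted p = 4.85e-05 and 0.000817). The erythroid marker Klf1 fell (-0.13, standard error 0.04), while Alas2 had a slope of 0.06 (adjusted p = 0.278), the lymphocyte and macrophage probes did not pass, and the 1 stellate cell probe had -0.06 (adjusted p = 0.0838, and 0.0272 when adjusted over the list alone). Of the lists with 1 or 2 probes, 1 of 2 of cholesterol synthesis rose and 1 of 2 of the acute phase fell, while 0 of 2 of the circadian clock, 0 of 2 of the unfolded protein response and 0 of 1 of the interferon response passed. With the block, the acute phase probe that fell, Serpina3n, no longer passed (slope -0.07, adjusted p = 0.0578). Of the other lists tested with Pparg, 1 of 7 probes of fatty acid oxidation, 1 of 3 of heat shock and 1 of 8 of the respiratory chain fell, 0 rose, and 0 of 3 ribosomal probes passed, while adjusted over the list alone 1 probe of fatty acid oxidation also rose. With the block, the heat shock probe and the respiratory chain probe that fell no longer passed (adjusted p = 0.0570 and 0.115), while another respiratory chain probe, Ndufa4, passed only then (slope -0.07, adjusted p = 0.0158, against -0.05 and adjusted p = 0.155 without the block).

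In mice with more Cidec, genes of fatty acid oxidation were higher. Of 7 probes on the list of oxidation genes and PPARa targets, 3 rose (5 when adjusted over the list alone) and 0 fell, with camera's adjusted p = 1.43e-05 at the preset correlation and adjusted p = 0.0176 with an estimated correlation, or 0.0394 with BeadChip as a block. The directional test of fry gave an adjusted p of 7.29e-06 for this list, and with Pparg 3.85e-06, 3.37e-06 and 0.000284 for the xenobiotic, endothelial and bile acid lists and 0.0194 for the respiratory chain, which had 0.152 with the block. Unlike camera, fry does not compare a list with the other probes, so where many probes are related a list can pass without standing out. The 3 that rose were Cyp4a14, a fatty acid omega-hydroxylase (slope given with S3-12), Pex11a, which drives peroxisome division (0.30, standard error 0.04, adjusted p = 1.81e-08), and Cyp4a10 (0.21, standard error 0.06, adjusted p = 0.0299). None of the other 6 lists tested passed with Cidec at an estimated correlation. With Bcl2l13, none of the 7 lists passed by camera (adjusted p of 0.832 or more at the preset and 0.914 or more with an estimated correlation), while fry gave the heat shock list an adjusted p of 0.0299 toward lower levels, and 0.377 with BeadChip as a block. With the block, fatty acid oxidation passed at the preset correlation (adjusted p = 0.00232) and by fry (adjusted p = 0.00307), and had adjusted p = 0.286 with an estimated correlation. Of the named probes among the 10 steepest in each direction with Bcl2l13, Dscr1l1 (0.34, standard error 0.07), Psmd9 (0.27, standard error 0.05) and LOC384677 (0.26, standard error 0.05) rose and Clecsf10 fell (-0.35, standard error 0.05), and these passed with the block as well (0.37, 0.15, 0.23 and -0.31, adjusted p = 0.0116, 0.0463, 0.00833 and 0.00215). H2-T10 (-0.37, standard error 0.08, adjusted p = 0.000511), the complement component gene Hc (-0.37, standard error 0.12, adjusted p = 0.0104), Smad3 (-0.34, standard error 0.12, adjusted p = 0.0214) and Capn5 (-0.30, standard error 0.08, adjusted p = 0.00231) passed without the block alone (-0.15, -0.33, -0.03 and -0.17 with it, adjusted p = 0.319, 0.120, 0.905 and 0.235). Nearly all members are eQTL genes that the study chose on these mice, so the lists are not independent evidence of a direction, and of the 23 lists 5 had no named and detected probe. The 10 detected probes of largest spread that are listed for neither kind of eQTL have no name in the tables used here, and the widest of them had an SD of 2.69 on the log2 scale. They can include probes that the paper's filters on SNPs and genomic location left out.

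The 55 genes of the Chromosome 4 hotspot varied together (mean absolute r 0.372, matched random lists 0.202), and their mean level fell as an array detected more probes (r = -0.845, rho = -0.876, p = 1e-05, the smallest that 100000 permutations can give, -0.827 without the 2 mice farthest from the median, within-BeadChip median -0.826, positive in 1 of 15). That relation lies at percentile 97.3 among matched lists, whose median is 0.742, and for the 13 detected genes alone it was r = -0.316 (rho = -0.410, p = 4e-04, percentile 66.2). After removal of the number of detected probes, of BeadChip means or of the level of Mtap, the list stood at percentile 100 each time (mean absolute r 0.165, 0.192 and 0.351, with random lists at 0.113, 0.128 and 0.191). None of these linear removals thus brought the list to the level of random lists. The test cannot exclude any of them as the source, because the random lists were not chosen for a locus and a linear removal can be incomplete. A hypothesis that stays open is that weak signals shared by these arrays and a variant at the locus both contribute, since most of the genes are below the detection rule, the genes were chosen by association with 1 locus, and genotypes were not used here.

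The first principal component follows BeadChip and mouse number, which rise together, and it rose with the number of detected probes of the array as well (r = 0.640). Consecutive mice on different BeadChips differed 1.35 times as much as consecutive mice on one BeadChip (14 steps against 95, one-sided p = 0.0849 from 10000 shuffles), which leaves array processing per BeadChip neither shown nor excluded. Within BeadChips, mice with numbers 1 to 3 apart differed 0.837 times as much as other pairs (one-sided p = 0.0124), as relatives numbered together would. Mouse number and array position run in one order on 15 of 15 BeadChips, so relatedness, litter or cage and position on the array cannot be told apart for this component, and no biological explanation could be separated by the design.

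Mice with numbers 1 to 3 apart were more alike over the 135 local eQTL probes than other pairs (mean similarity 0.103 and -0.0142, an excess of 0.117 over 275 pairs, p = 1e-04, the smallest that 10000 permutations can give). It was 0.0479 with the first principal component removed (p = 1e-04), 0.0196 with 5 removed (p = 0.0055) and 0.0779 with the number of detected probes removed (p = 1e-04), and over probes listed for neither kind of eQTL it was 0.298. Among pairs on different BeadChips the excess was 0.107 (65 pairs, one-sided p = 0.105 from shuffling numbers within BeadChips), and among pairs on one BeadChip it was 0.00638 (210 pairs, p = 0.461). Pairs sharing a BeadChip had a mean similarity of 0.104 and other pairs of -0.0159. Array processing per BeadChip and relatives numbered together may each give this pattern and cannot be told apart here, because the pairs next to one another on different BeadChips are few and genotypes were not used.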
